# Dosage compensation and DNA methylation landscape of the X chromosome in mouse liver

**DOI:** 10.1038/s41598-018-28356-3

**Published:** 2018-07-04

**Authors:** Christopher G. Duncan, Sara A. Grimm, Daniel L. Morgan, Pierre R. Bushel, Brian D. Bennett, NISC Comparative Sequencing Program, Beatrice B. Barnabas, Gerard G. Bouffard, Shelise Y. Brooks, Holly Coleman, Lyudmila Dekhtyar, Xiaobin Guan, Joel Han, Shi-ling Ho, Richelle Legaspi, Quino L. Maduro, Catherine A. Masiello, Jennifer C. McDowell, Casandra Montemayor, James C. Mullikin, Morgan Park, Nancy L. Riebow, Karen Schandler, Brian Schmidt, Christina Sison, Raymond Smith, Sirintorn Stantripop, James W. Thomas, Pamela J. Thomas, Meghana Vemulapalli, Alice C. Young, John D. Roberts, Frederick L. Tyson, B. Alex Merrick, Paul A. Wade

## Abstract

DNA methylation plays a key role in X-chromosome inactivation (XCI), a process that achieves dosage compensation for X-encoded gene products between mammalian female and male cells. However, differential sex chromosome dosage complicates genome-wide epigenomic assessments, and the X chromosome is frequently excluded from female-to-male comparative analyses. Using the X chromosome in the sexually dimorphic mouse liver as a model, we provide a general framework for comparing base-resolution DNA methylation patterns across samples that have different chromosome numbers and ask at a systematic level if predictions by historical analyses of X-linked DNA methylation hold true at a base-resolution chromosome-wide level. We demonstrate that sex-specific methylation patterns on the X chromosome largely reflect the effects of XCI. While our observations concur with longstanding observations of XCI at promoter-proximal CpG islands, we provide evidence that sex-specific DNA methylation differences are not limited to CpG island boundaries. Moreover, these data support a model in which maintenance of CpG islands in the inactive state does not require complete regional methylation. Further, we validate an intragenic non-CpG methylation signature in genes escaping XCI in mouse liver. Our analyses provide insight into underlying methylation patterns that should be considered when assessing sex differences in genome-wide methylation analyses.

## Introduction

Sexual dimorphism of gene expression is commonly observed in mammalian tissues, including liver, and results from genetic and hormonal factors^1^. Hormonal factors, predominantly sex-dependent patterns of pituitary growth hormone (GH) release, regulate the bulk of sex-biased gene expression in liver^2–4^. Likewise, phenotypic responses in mouse liver are confounded by inherent sex-dependent differential susceptibilities to hepatocarcinogenesis^5–7^. While X chromosome biology differs significantly between the sexes, the regulation of X-linked genes and their impacts on sexual dimorphism of the liver are less characterized.

Mammalian females have two X chromosomes, while males have one. Dosage compensation for X-linked genes between mammalian female (XX) and male (XY) individuals is achieved through transcriptional inactivation of one of the two X chromosomes in each female cell early in development^8^. Decades of research have shed light on the process of XCI, including its developmental regulation and the roles of noncoding RNAs and epigenetic mechanisms^9–12^. Compared to the active X chromosome (Xa), the inactive X chromosome (Xi) adopts a drastically different three-dimensional structural conformation as it becomes silent and heterochromatic^13–15^. Correspondingly, the Xi has long been associated with specific DNA methylation patterns, which play a key role in maintaining the inactive state^16–20^, while the Xa displays allele-specific methylation concentrated at gene bodies^21^.

Recent studies have characterized X-chromosome-wide CpG methylation distributions across a number of cell types at varying resolutions, identifying methylation patterns that reflect CpG density, functional chromatin state, and XCI^22–28^. Across the mammalian genome, CpG islands are predominantly unmethylated, with the notable exception of methylation at CpG islands on the Xi^20,29^. However, at genes that escape XCI, which make up approximately 12–20% of human X-linked genes and 3–7% of mouse X-linked genes^30^, CpG islands are often unmethylated on both Xi and Xa^31^. Further, base-resolution analyses of the X chromosome identified a non-CpG methylation (mCH) signature in genes that escape XCI^32,33^.

The characterization of epigenetic profiles on X chromosome presents unique opportunities and key challenges. Firstly, female cells contain both the Xi and Xa within the same nuclear environment. While use of hybrid model systems can distinguish DNA methylation of Xi and Xa in the same cell population^28^, for the vast majority of human (population) and animal studies, Xi and Xa are indistinguishable. Thus, for these studies, observed measurements represent an aggregate of two distinct populations, the Xi and Xa. Second, there is one male X chromosome for every two autosomes. Thus, for sequence-based analyses, the male X chromosome will result in approximately half the read depth of autosomes or the female X chromosome at comparable total sequencing depth. Accordingly, the X chromosome is frequently excluded from female-to-male comparisons of the transcriptome and epigenome^34^.

Here, we employed a methodology to normalize whole genome bisulfite sequencing data for sequencing depth differences across the X chromosome. Using depth-normalized datasets, we characterized sex-specific DNA methylation patterns on the X chromosome at base-resolution in mice of two different genetic backgrounds. We further investigated how these epigenetic modifications relate to dosage compensation of X-linked gene expression. Through these efforts, we confirmed that previous locus-specific findings hold true at a chromosome-wide base-resolution scale and provide new insights about DNA methylation and silencing the Xi.

## Results

### Sex impacts liver gene expression across autosomes and the X chromosome

Sex chromosome dosage is one factor that can influence sex-biased gene expression. From copy number alone, one would expect mammalian X-linked genes to have female-biased expression; however, the mechanisms of dosage compensation have evolved to regulate the expression of the X chromosome^35^. To investigate the extent to which the mechanisms of dosage compensation maintain female-to-male gene expression balance in mouse liver, we analyzed the chromosomal distribution of genes with patterns of sex-biased expression. 

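The data are from the livers of 20 mice, with 5 females and 5 males of each strain. The authors prepared strand-specific total RNA libraries after removal of ribosomal RNA, aligned the read pairs to the mouse genome (mm9) with STAR, and counted them on RefSeq genes with featureCounts. Read pairs that mapped to several places or overlapped several genes were not counted. The authors deposited these raw counts per gene without normalization, together with a table of TPM values made from them. Each library held between 27370921 and 46835745 counts, with a median of 36389756 in B6 females, 33508107 in B6 males, 34997841 in C3 females and 35566994 in C3 males. The libraries were sequenced in 3 pools, and depth followed the pool. It ran from 33107889 to 36673533 counts in the 8 libraries of pool 1, from 27370921 to 31280663 in the 5 libraries of pool 2, and from 38928480 to 46835745 in the 7 libraries of pool 3. Each group had 1 or 2 mice in each pool. The tables list 25444 gene loci under 24423 symbols, and 6728 of these loci had no count in any liver. Sex and strain differences were tested with the quasi-likelihood test of edgeR on TMM-normalized counts, in a single model of group and pool fitted to all 20 libraries. The filter of edgeR kept 13704 genes, of which 13259 lie on autosomes, 422 on chromosome X, 4 on chromosome Y and 19 on sequence without a position on a chromosome. Shares of genes are given over the 13685 genes tested that have such a position. P-values were adjusted over all genes tested in a comparison by the Benjamini-Hochberg method. Pairs of livers from the same group had a Pearson correlation of log2 CPM across genes between 0.972 and 0.993. Their differences were larger than counting error alone gives, with a chi-square per degree of freedom between 21.0 and 198 over the 40 pairs.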

Using RNA-seq, we profiled the transcriptome of liver tissue from 20-week old male and female mice of the C57BL/6 N (B6) and C3H/HeN (C3) inbred mouse strains (Supplementary Table S1). These two inbred mouse strains exhibit phenotypic differences in liver biology, as they are at opposite ends of the spectrum of spontaneous hepatocellular carcinoma incidence; C3 mice are highly susceptible to develop spontaneous liver tumors as a function of age, while B6 mice are extremely resistant^36^.

First, we evaluated to what extent X-linked genes influence overall patterns of similarity between liver transcriptomes of B6 female, B6 male, C3 female and C3 male mice. We performed principal component analysis (PCA) of RNA-seq expression data (5 biological replicates per group) using genes located on all chromosomes, autosomes, the X chromosome, or an autosome of similar size to the X chromosome (chromosome 3) (Fig. 1A). Using expression data from all genes, the first two principal components clearly separated samples by sex and strain. 

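The scores were computed from counts transformed with the variance stabilizing transformation of DESeq2, using the 10% of genes with the highest variance in each gene set. For genes of all chromosomes this gave 2544 genes, of which 67 are X-linked and 4 are Y-linked. PC1 held 41.4% of the variance, PC2 held 35.0% and PC3 held 9.22%. Sex accounted for 90.1% of the variance of the PC1 scores, and strain for 91.2% of the variance of the PC2 scores. Both differences had p = 2.0e-05 in a two-sided permutation test of the mean scores of 10 mice against 10, with 100000 resamples. The PC1 scores lay between 10.7 and 39.3 in females and between -41.2 and -18.0 in males. The PC2 scores lay between 14.1 and 35.2 in C3 mice and between -33.7 and -16.1 in B6 mice. Pool accounted for 0.889% of the variance of PC1, 3.91% of that of PC2 and 96.0% of that of PC3. Within pools 1, 2 and 3, female scores on PC1 were higher than male scores by 56.2, 50.5 and 57.8, and C3 scores on PC2 were higher than B6 scores by 50.1, 54.6 and 47.7. Neither the sexes on PC1 nor the strains on PC2 overlapped within any pool. With genes scaled to unit variance, the alternative that moved these values most, the order of the components changed, and strain accounted for 94.8% of PC1 and sex for 75.4% of PC2.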

The separation of samples along the first principal component (PC1, 41% variance) predominantly corresponded to sex, while the separation of samples along the second principal component (PC2, 35% variance) predominantly corresponded to strain. 

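For the 2397 autosomal genes with the highest variance, PC1 held 40.3% and PC2 held 35.8% of the variance. Sex accounted for 77.0% of the variance of the PC1 scores and strain for 78.2% of that of the PC2 scores (p = 2.0e-05 for each, permutation test). Across the 20 livers, the scores without the sex chromosomes had a Pearson correlation with the scores from all genes of 0.982 on PC1 and 0.982 on PC2. No liver moved by more than 8.06 on PC1 or 7.68 on PC2. Female livers scored between 3.30 and 39.9 on PC1 and male livers between -42.1 and -10.2. The female minus male difference was 49.6, 42.7 and 52.9 within pools 1, 2 and 3.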

Removal of gene expression data from the sex chromosomes (X, Y) from this analysis had minimal impact on overall sample separation. Further, samples similarly separated by sex and strain when only genes on the X chromosome (PC1, 54% variance; PC2, 19% variance) or genes on chromosome 3, presented as a representative autosome, (PC1, 46% variance; PC2, 27% variance) were examined.

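For chromosome X, with 128 genes, sex accounted for 98.9% of the variance of the PC1 scores and strain for 94.7% of that of the PC2 scores. For chromosome 3, with 116 genes, these shares were 66.3% and 70.9%. All 4 differences had p = 2.0e-05 in the permutation test. The first 2 components held 54.3% and 18.6% of the variance for chromosome X, and 46.1% and 27.3% for chromosome 3. On chromosome X, female PC1 scores lay between 4.58 and 6.81 and male scores between -6.55 and -4.95. On chromosome 3, they lay between -1.32 and 10.2 in females and between -8.84 and -2.01 in males. In each of the 3 pools the sexes on PC1 and the strains on PC2 were separate for both chromosomes. The female minus male difference on PC1 of chromosome X was 12.1, 11.3 and 11.9 in pools 1, 2 and 3, and on that of chromosome 3 it was 10.7, 9.66 and 10.96. Without Xist, sex accounted for 59.7% of PC1 of chromosome X (p = 9.0e-05, permutation test) and strain for 37.6% of it, strain accounted for 56.5% of PC2 (p = 3.8e-04, permutation test), and PC1 held 33.4% of the variance. With log2(TPM + 1) values in place of the transformed counts, strain accounted for 4.99% of PC2 of chromosome X (p = 0.335, permutation test). Pool accounted for 90.8% of the variance of PC3 for chromosome X and 97.0% for chromosome 3.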

**Figure 1:**
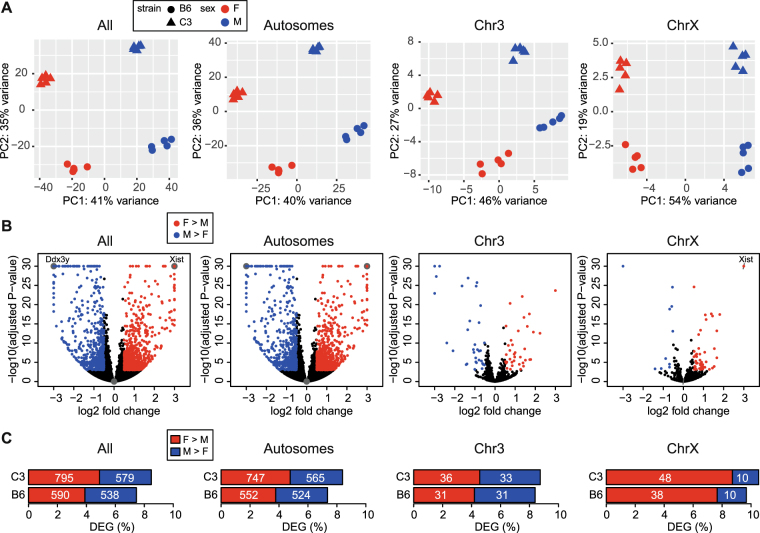
Mechanisms of dosage compensation maintain female to male expression balance for the majority of genes on the X chromosome. (**A**) Principal component analysis (PCA) of gene expression using RNA-seq data from all chromosomes, autosomes, chromosome 3, and chromosome X. Each point represents a liver sample (n = 5 mice per group) with color indicating sex and shape indicating strain. Percent of variance for each principal component (PC1, PC2) is indicated on the axes. (**B**) Volcano plots depicting sex-specific differential expression of genes on all chromosomes, autosomes, chromosome 3, and chromosome X for C3 mice. Significant genes (adjusted P-value < 0.001; |log2 fold change >0.5|) are colored by direction of fold change (Red, female-bias; Blue, male-bias). For visualization purposes, adjusted P-values less than 1.0e-30 were set to 1.0e-30, log2 fold change <−3 were set to −3, and log2 fold change >3 were set to 3. Overlapping points are visualized using sunflower petals. Female-specific *Xist* (chromosome X) and male-specific *Ddx3y* (chromosome Y) are labeled. (**C**) Barplots depicting the percent of female- (red) and male-biased (blue) differentially expressed genes (DEGs) on all chromosomes, autosomes, chromosome 3, and chromosome X. The absolute number of DEGs is indicated on each bar. ChrX, chromosome X; Chr3, chromosome 3.

Next, to assess expression patterns at the gene level, we performed pairwise comparisons of female versus male gene expression (for the C3 and B6 strains) and C3 versus B6 expression level (for male and female animals). A sortable table of all sex- and strain-specific differentially expressed genes is present in Supplementary Table S2. As expected, known female-specific X-linked genes, including *Xist*, and male-specific Y-linked genes, including *Ddx3y*, were of the most statistically significant genes identified (Fig. 1B). 

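Xist (gene identifier 213742) lies on the reverse strand of chromosome X of mm9 from 100655712 to 100678572. Its expression was 460 ± 83.3 CPM (SD, n = 5) in B6 females and 0.177 ± 0.100 CPM (SD, n = 5) in B6 males. In C3 mice it was 549 ± 134 CPM (SD, n = 5) in females and 0.166 ± 0.158 CPM (SD, n = 5) in males. The log2 fold change of females against males was 11.33 in B6 (standard error 0.26, adjusted p = 2.6e-16, edgeR) and 11.73 in C3 (standard error 0.27, adjusted p = 2.4e-16, edgeR). In B6 it was 10.70, 11.78 and 11.05 within pools 1, 2 and 3. The setting that moved it most was limma on log2(TPM + 1), under which it was 5.81. Standard errors here and below were computed from the fold change and its F statistic, and are approximate where a group has few counts. Ddx3y (gene identifier 26900) lies on the reverse strand of chromosome Y from 597158 to 623056. It had 97.2 ± 13.6 CPM (SD, n = 5) in B6 males and 109 ± 4.67 CPM (SD, n = 5) in C3 males, and no female library held more than 1 count. Its expression was at least 1267-fold lower in females than in males in B6 (adjusted p = 1.4e-18, edgeR) and at least 1324-fold lower in C3 (adjusted p = 1.5e-18, edgeR), taking 3 counts as the smallest amount that a library can show. By p-value among the 13704 genes tested, Ddx3y ranked 1, Eif2s3y ranked 2, Kdm5d ranked 3, Xist ranked 4 and Uty ranked 5 in both strains. The Y-linked genes Eif2s3y, Kdm5d and Uty had 54.9, 26.3 and 29.7 CPM in B6 males, and at most 2 counts in any female library.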

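A gene was called sex-biased when its adjusted p was under 0.001 and its log2 fold change exceeded 0.5 in either direction, the thresholds that the paper gives. In B6, 868 of the 13685 genes tested (6.34%) passed, and in C3, 944 (6.90%) passed. The alternative that moved these numbers most in proportion was a test of the fold change against 0.5 itself (glmTreat), which gave 294 genes in B6 and 314 in C3. The groups share replicate numbers, but mice with the same number were not more alike. The mean correlation between the deviations of same-numbered mice of both sexes was -0.19 in B6 and -0.24 in C3, and 0.0997 and -0.013 once the pool was removed. With the replicate number added as a block, 845 genes passed in B6 and 932 in C3, of which 788 and 834 were among the genes called without the replicate block.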

Overall 7.5% and 8.5% of genes exhibited sex-biased expression in the B6 and C3 strains, respectively (Fig. 1C). Approximately half of the identified female-biased genes on the X chromosome and autosomal male- and female-biased genes were common across strains. However, only 20% of male-biased X chromosome genes were common across strains (Supplementary Table S3). 

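In total, 445 genes passed in the same direction in both strains, which is 51.3% of the genes called in B6 and 47.1% of those called in C3. On chromosome X, 18 female-biased genes were common, or 62.1% of 29 in B6 and 50% of 36 in C3. These X-linked shares ran from 25% to 69.4% in B6 and from 22.2% to 62.2% in C3 over the alternatives. Without 1 mouse they ran from 34.6% to 73.1% in B6 and from 38.9% to 55.9% in C3. Of the autosomal female-biased genes, 219 were common (53.0% of 413 in B6 and 41.6% of 526 in C3). Of the autosomal male-biased genes, 202 were common (48.6% of 416 in B6 and 54.3% of 372 in C3). Across the 13259 autosomal genes, which are not independent replicates, the log2 fold changes of the strains had a Pearson correlation of 0.797, and across the 421 X-linked genes without Xist it was 0.675. The difference between the strains was tested directly as a sex-by-strain interaction in the edgeR model. At the same thresholds 55 genes passed, 37 with a higher female against male fold change in C3 and 18 with a lower one. The alternative that moved this count most in proportion was an adjusted p under 0.05, with 302 genes. With the replicate number as a block, 40 genes passed, 36 of which were among the 55.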

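Of the 6 X-linked male-biased genes in each strain, 2 were common (33.3%). These were Alas2 and Hprt. Alas2 (gene identifier 11656) lies on chromosome X from 146981960 to 147005165. It had 24.6 ± 4.91 CPM (SD, n = 5) in B6 females and 165 ± 18.0 CPM (SD, n = 5) in B6 males, and its log2 fold change was -2.76 (standard error 0.14, adjusted p = 3.7e-11, edgeR). In C3 mice it was -3.28 (standard error 0.14, adjusted p = 5.6e-12, edgeR). Hprt (gene identifier 15452) lies from 50341255 to 50374837. It had 33.1 ± 2.69 CPM (SD, n = 5) in B6 females and 56.3 ± 4.01 CPM (SD, n = 5) in B6 males, with a log2 fold change of -0.77 (standard error 0.04, adjusted p = 3.5e-10, edgeR). In C3 it was -0.53 (standard error 0.05, adjusted p = 8.3e-08, edgeR). For both genes, no female library of either strain overlapped a male library of that strain. All 4 male-biased X-linked genes called in C3 alone had the same direction and an adjusted p under 0.05 in B6. The same held in C3 for 3 of the 4 called in B6 alone. Among these 3, the interaction passed for Hsd17b10 (adjusted p = 2.6e-05, edgeR), named after its values were seen. Its log2 fold change was -1.16 in B6 and -0.35 in C3.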

Comparable to numbers of sex-biased genes, 9.3% and 10.3% of genes exhibited strain-biased expression in female and male animals, respectively (Supplementary Table S4). 

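Between the strains, 1284 genes (9.38%) passed in females, 631 higher in C3 and 653 higher in B6. In males 1317 genes (9.62%) passed, 557 higher in C3 and 760 higher in B6. A test against a fold change of 0.5, the setting that moved these counts most in proportion, gave 523 and 582 genes. With the replicate block the counts were 1218 in females and 1259 in males. The mean correlation of same-numbered mice of both strains was 0.22 in females and 0.18 in males, but these mice often shared a pool, and with the pool removed it was 0.064 and 0.010. On chromosome X, 24 genes (5.69%) passed in females and 26 (6.16%) in males. Reads of both strains were aligned to mm9, and variants of C3 against this reference were not tested. Reads lost in C3 through such variants cannot be told apart from lower expression there. Several of the largest differences are for genes at or near the limit of detection in 1 of the strains. C1s2 on chromosome 6 had 28.8 ± 7.06 CPM (SD, n = 5) in C3 females and at most 1 count in any B6 female library, at least 375-fold higher in C3 (adjusted p = 5.1e-15, edgeR). H2-Ea-ps on chromosome 17 had no count in any B6 library and was at least 90.9-fold higher in C3 females and at least 85.0-fold higher in C3 males. In the other direction, 4930481A15Rik on chromosome 19 had no count in any C3 library and was at least 72.0-fold lower in C3 females (adjusted p = 4.4e-07, edgeR). Trim12a on chromosome 7 was at least 158-fold lower in C3 females (adjusted p = 1.0e-14, edgeR). Among males, Dach2 on chromosome X was at least 50.2-fold higher in C3. Mup11 on chromosome 4, which overlaps other annotated genes on its strand, had a log2 fold change of -10.85 (standard error 0.54, adjusted p = 1.8e-11, edgeR).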

A substantial overlap of sex- and strain-biased genes was observed on the X chromosome. Specifically, 20.8% (10/48) of sex-specific X-linked genes in B6, and 15.5% (9/58) of sex-specific X-linked genes in C3 overlapped with strain-biased genes. 

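Counting a gene as strain-biased when it passed in either sex, 6 of the 35 sex-biased X-linked genes in B6 (17.1%) and 9 of the 42 in C3 (21.4%) were strain-biased. With an adjusted p under 0.05, the shares rose to 40.8% in B6 and 37.5% in C3, the largest move of any alternative. At the original thresholds but without 1 mouse, the shares ran from 9.09% to 21.9% in B6 and from 11.1% to 25% in C3.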

The fraction of sex-biased genes that overlapped strain-biased genes was even greater on autosomes. 

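Of the sex-biased autosomal genes, 292 of 829 in B6 (35.2%) and 272 of 898 in C3 (30.3%) were also strain-biased in at least 1 sex. The odds of strain bias were 4.22 times higher for sex-biased than for other autosomal genes in B6 (p = 7.5e-66, Fisher's exact test) and 3.29 times higher in C3 (p = 4.7e-46, Fisher's exact test). These tests count genes, which are not independent replicates. The sex and strain comparisons also share libraries, so an error in the mean of a shared group enters both calls. Genes with more counts or a smaller spread are also more likely to pass both. The odds therefore do not separate a link between sex bias and strain bias from these effects. Among sex-biased genes, the odds of strain bias on chromosome X against autosomes were 0.381 in B6 (p = 0.0290, Fisher's exact test) and 0.628 in C3 (p = 0.300, Fisher's exact test). Over the alternatives these odds ran from 0.281 to 0.737 in B6, where 6 of the 15 had a p above 0.05. In C3 they ran from 0.361 to 0.929. Without 1 mouse they ran from 0.178 to 0.481 in B6 and from 0.313 to 0.749 in C3. The strains were not compared by a test.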

Specifically, 39.3% (423/1076) of sex-specific autosomal genes in B6 and 34.3% (450/1312) of sex-specific autosomal genes in C3 overlapped with strain-biased genes.

Within sex-biased genes, the percentage of female-biased genes (3.9% and 4.9% of all genes in the B6 and C3 strains, respectively) was slightly greater than the percentage of male-biased genes (3.6% of all genes in both B6 and C3 strains). Nevertheless, the majority of sex-biased genes were found to be located on autosomes, and the overall proportion of sex-biased genes was not greatly impacted by removal of genes located on sex chromosomes. 

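In B6, 442 genes (3.23%) were female-biased and 426 (3.11%) were male-biased. In C3, 562 (4.11%) were female-biased and 382 (2.79%) were male-biased. Under upper-quartile normalization the share of calls that were female-biased rose by 13.4 percentage points in B6 and 10.4 in C3. Among autosomal genes whose female and male livers did not overlap, the largest female-biased changes in B6 were in A1bg, Gm4794 and Sult3a1. This ranking and those below use the fitted log2 fold change, which is uncertain for genes with only a lower bound. A1bg (gene identifier 117586) lies on chromosome 15 from 60749144 to 60752825 and had 1749 ± 885 CPM (SD, n = 5) in females and 0.521 ± 0.501 CPM (SD, n = 5) in males, a log2 fold change of 11.79 (standard error 0.52, adjusted p = 6.7e-12, edgeR). Sult3a1 had a log2 fold change of 11.52 (standard error 0.38, adjusted p = 7.9e-14, edgeR). Gm4794, at most 1 count in any B6 male library, was at least 342-fold higher in females. In C3 the largest female-biased changes were in Gm4794, at least 261-fold higher in females, Sult2a2, at least 209-fold higher, and Cyp3a16, with a log2 fold change of 12.59 (standard error 1.08, adjusted p = 7.9e-08, edgeR). The largest male-biased changes in B6 were in Moxd1, Cyp4a12b and Mup14. Moxd1 was at least 606-fold lower in females (adjusted p = 1.1e-05, edgeR), but its expression in B6 males, 46.5 ± 56.9 CPM (SD, n = 5), ran from 5 to 5015 counts per library. Mup14, which overlaps another annotated gene on its strand, had a log2 fold change of -9.15 (standard error 0.32, adjusted p = 1.9e-13, edgeR) in B6, where males had 424 ± 160 CPM (SD, n = 5). In C3 males it had 0.349 ± 0.163 CPM (SD, n = 5). By fitted values, the largest male-biased changes in C3 were in Cyp4a12b, Cyp4a12a and Obp2a. Cyp4a12b was at least 80.9-fold lower in females, and Obp2a at least 247-fold lower (adjusted p = 3.1e-10, edgeR). The bounds alone do not give this order.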

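Of the sex-biased genes, 829 in B6 and 898 in C3 lay on autosomes, which is 6.25% and 6.77% of the 13259 autosomal genes tested. On chromosome 3 the shares were 6.89% in B6 (46 of 668 genes) and 9.43% in C3 (63 of 668). Chromosome X held 35 of the sex-biased genes in B6 and 42 in C3, and chromosome Y held 4 in each.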

As expected, autosomal sex-biased genes clustered into particular pathways and biological processes that suggest hormonal regulation. Specifically, the top KEGG pathways identified for sex-biased genes (e.g. steroid hormone biosynthesis, drug metabolism - cytochrome P450, retinol metabolism, chemical carcinogenesis) are highly consistent with the pathways identified in a model of feminization of male mouse liver by persistent growth hormone stimulation^37^ (Supplementary Table S5). However, greater percentages of sex-biased genes were observed on the X chromosome, as compared to autosomes. 

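The genes that Supplementary Table S5 lists under these 4 pathways were followed in the counts. Of the 16 female-biased B6 genes listed under steroid hormone biosynthesis, all 16 passed in the same direction, with a median log2 fold change of 2.38. Of the 16 listed for C3, all 16 passed, with a median of 3.72. Under retinol metabolism, 19 of 20 female-biased genes passed in B6 and 18 of 19 in C3. Of the male-biased genes listed under steroid hormone biosynthesis, 13 of 14 passed in B6 and 17 of 18 in C3, with median log2 fold changes of -1.30 and -1.24. Since these lists are the paper's own calls on the same livers, the counts show no stability. The cytochrome P450 family is a list whose members do not depend on the calls. It was taken as the 76 autosomal genes tested whose symbol is Cyp followed by a digit. The family was chosen with the paper's pathways from these livers in view, so it is not an independent check of them. Of the 76 genes, 30 were sex-biased in B6, an odds ratio of 10.1 against the other autosomal genes (p = 3.7e-17, two-sided Fisher's exact test across genes, which are not independent replicates). In C3, 36 were sex-biased, an odds ratio of 12.9 (p = 1.9e-22, Fisher's exact test). Cyp3a41a (gene identifier 53973), which the tables list at 2 loci of chromosome 5, had 330 ± 200 CPM (SD, n = 5) in B6 females and 0.108 ± 0.104 CPM (SD, n = 5) in B6 males, a log2 fold change of 11.44 (standard error 0.47, adjusted p = 2.4e-12, edgeR). Cyp4a12b (gene identifier 13118) on chromosome 4 had 0.0623 ± 0.119 CPM (SD, n = 5) in B6 females and 60.0 ± 13.4 CPM (SD, n = 5) in B6 males, a log2 fold change of -9.93 (standard error 0.32, adjusted p = 5.6e-14, edgeR). The expression of Cyp4a12b in B6 females is at the limit of detection. Without 1 mouse, its log2 fold change in B6 lay between -11.94 and -9.53. Cyp4a12a on the same chromosome had a log2 fold change of -9.64 in C3 (standard error 0.50, adjusted p = 5.8e-11, edgeR).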

Specifically, 9.7% and 10.5% of X-linked genes exhibited sex-biased expression in B6 and C3 animals, respectively (Fig. 1C). 

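Of the 422 X-linked genes tested, 35 (8.29%) were sex-biased in B6 and 42 (9.95%) in C3. Against autosomal genes, the odds of sex bias were 1.36 in B6 (p = 0.103, two-sided Fisher's exact test across genes) and 1.52 in C3 (p = 0.0143). At these settings the excess on chromosome X was therefore not detectable in B6. Of the 15 alternatives in B6, 8 changed this result, 1 by a reversed direction and the others by a p under 0.05. The odds moved with the setting, most in B6 from 0.889 under a test against a fold change of 0.5 (p = 1) to 1.62 with upper-quartile normalization (p = 0.00523), and most in C3 to 0.875 without the pool covariate (p = 0.787, Fisher's exact test). With the replicate block the odds in C3 were 1.21 (p = 0.280, Fisher's exact test). Same-numbered C3 mice of both sexes had a mean correlation of -0.013 after removal of the pool. The excess in C3 lost its p under 0.05 in 10 of the 15 alternatives and in 6 of the 10 fits without 1 mouse.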

As expected, the majority of sex-biased genes on the X chromosome were female-biased, exhibiting expression patterns consistent with an associated dosage difference. However, despite the X chromosome dosage difference between males and females, the majority of genes on the X chromosome (89.5% in C3 and 90.3% in B6) did not meet differential significance thresholds, supporting the hypothesis that mechanisms for dosage compensation are robust in mammalian liver.

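Of the X-linked sex-biased genes, 29 of 35 in B6 and 36 of 42 in C3 were female-biased. The odds of female bias on chromosome X against autosomes were 2.29 in B6 (p = 1.2e-04, two-sided Fisher's exact test across genes) and 2.26 in C3 (p = 3.0e-05). They fell most in B6 to 1.02 under a test against a fold change of 0.5 (p = 0.798) and in C3 to 1.41 without the pool covariate (p = 0.223, Fisher's exact test). The odds of male bias were 0.445 in B6 (p = 0.0441) and 0.500 in C3 (p = 0.0960, Fisher's exact test). In B6 these odds ran from 0.388 to 0.836 over the alternatives. Their p was above 0.05 in 11 of 15 and in 9 of the 10 fits without 1 mouse. In C3 the odds of male bias ran from 0.158 to 0.586 over the alternatives. There p fell under 0.05 in 10 of 15 and in 1 of the 10 fits without 1 mouse. Without Xist, the 28 female-biased genes in B6 had a median log2 fold change of 0.73, and 22 of them (78.6%) were at or below 1, the change that a full additional copy would give. In C3 the 35 genes had a median of 0.89, and 22 (62.9%) were at or below 1. The 6 male-biased genes had a median of -0.97 in B6 and -0.62 in C3.

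**Figure D1:**
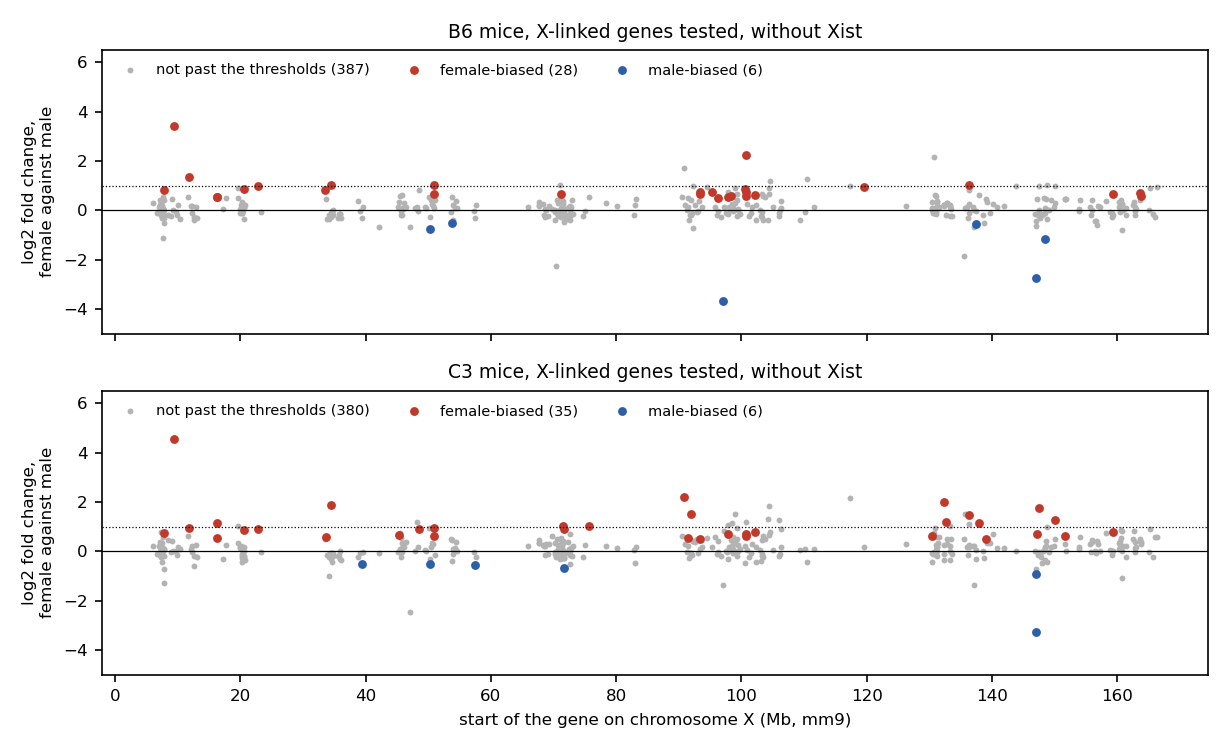
Log2 fold change of female against male expression for each X-linked gene tested, without Xist, by its start on chromosome X in Mb, with B6 mice above and C3 mice below (n = 5 mice per group). Red points are the 28 and 35 female-biased genes, blue points the 6 male-biased genes of each strain and grey points the 387 and 380 genes that did not pass, and the dotted line is at a log2 fold change of 1.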

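At these thresholds, 387 of the 422 X-linked genes tested in B6 (91.7%) and 380 in C3 (90.05%) were not sex-biased. The median log2 fold change of X-linked genes was 0.09 in B6 and 0.12 in C3, and that of autosomal genes was -0.00052 in B6 and 0.01 in C3. It exceeded 1 for 14 X-linked genes in B6 and 27 in C3. To test the chromosome with mice as the replicates, the mean log2 CPM of the 421 X-linked genes without Xist was taken relative to that of the 13259 autosomal genes in each liver. This was -0.40 ± 0.07 (SD, n = 5) in B6 females and -0.47 ± 0.05 (SD, n = 5) in B6 males, a difference of 0.070 on the log2 scale (p = 0.119, two-sided exact permutation test). In C3 it was -0.38 ± 0.06 (SD, n = 5) in females and -0.49 ± 0.04 (SD, n = 5) in males, a difference of 0.112 (p = 0.00794, exact permutation test, the smallest value that splits of 5 mice against 5 allow). With sexes exchanged only within pools, an alternative chosen after the data were seen, p was 0.0278 in B6 and 0.0185 in C3 (exact permutation test, the smallest values that 72 and 54 splits allow), so the test in B6 depends on whether the pool is taken into account. The female minus male difference was 0.086, 0.107 and 0.035 within pools 1, 2 and 3 in B6, and 0.135, 0.082 and 0.115 in C3. The difference between the strains was within the spread of the mice (p = 0.404, exact permutation test that exchanges the strains within each sex). The alternative that moved these differences most on the log2 scale was the median over genes in place of the mean. They were then 0.124 in B6 (p = 0.0159, exact permutation test) and 0.220 in C3 (p = 0.00794, exact permutation test). With at least 100 counts in every sample they fell to 0.023 in B6 (p = 0.492) and 0.068 in C3 (p = 0.0794, exact permutation tests). With log2(TPM + 1) they fell to 0.027 in B6 (p = 0.365) and 0.063 in C3 (p = 0.0714, exact permutation tests). Removal of the X-linked genes past the thresholds left 0.039 in B6 and 0.052 in C3. These genes were selected by the same change and most were female-biased, so a smaller difference follows from their removal. For comparison, Ddx3x, Eif2s3x, Firre, Kdm5c, Kdm6a, Pbdc1, 5530601H04Rik and Ftx, which the paper lists as escaping XCI in both strains, were set against the 165 genes tested that it lists as inactivated. The paper defined the inactivated genes from published calls in brain and Patski cells, not in liver. Relative to the inactivated genes, the 8 escape genes were higher in females by 0.34 in B6 and 0.25 in C3 (p = 0.00794 in each, exact permutation test). Within the pools this difference lay between 0.306 and 0.374 in B6 and between 0.149 and 0.316 in C3. With the median over genes it was 0.074 in C3 (p = 0.310, exact permutation test). From the share of X-linked genes that did not pass the thresholds despite the difference in X chromosome number, the paper proposes that the mechanisms of dosage compensation are robust in mammalian liver.

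**Figure D2:**
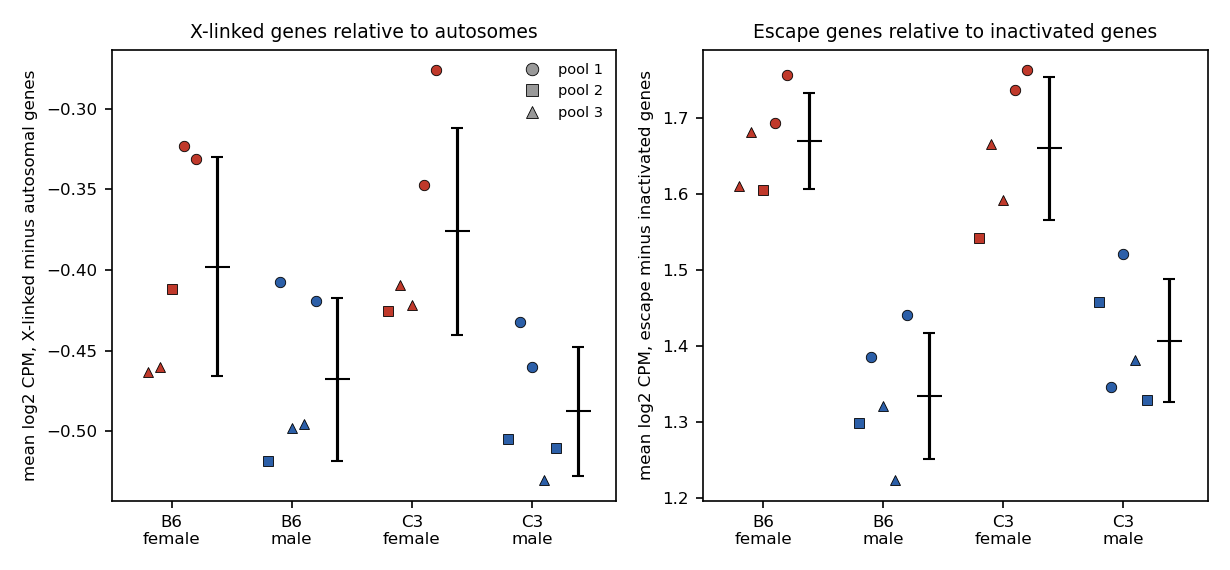
Mean log2 CPM of X-linked genes relative to autosomal genes (left) and of the 8 escape genes relative to inactivated genes (right) in each liver, with females in red, males in blue and the pool given by the symbol. Bars give the mean and SD of 5 mice, and on the right no female liver overlaps a male liver of its strain.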

### Distribution of CpG methylation on the X chromosome reflects XCI

DNA methylation plays a key role in XCI, a process that achieves dosage compensation for X-encoded gene products between male and female mammalian cells. To investigate how chromosome-wide, base-resolution DNA methylation patterns relate to gene expression dosage compensation in mouse liver, we analyzed whole genome bisulfite sequencing (WGBS) datasets from 20-week old female and male mice of the B6 and C3 strains and compared the X chromosome to a representative autosome of similar size (chromosome 3). Libraries from three independent animals per sex for each genotype were utilized to minimize bias due to biological outliers. To control for variations in genetic background and permit cross-strain comparisons, only cytosines with validated sequence context (CG, CHG, CHH) in all genotypes were utilized for downstream analyses (Supplementary Table S6). Finally, to control for read depth differences across sexes, chromosomes and biological replicates, most notably the approximately 2-fold read depth differences between females and males on the X chromosome, a down-sampling approach was employed to normalize the total number of sequencing read counts at validated cytosines on chromosomes X and 3. For each genomic context (CG, CHG, CHH) on chromosomes X and 3, single-cytosine mapped bases at validated sites in each animal were randomly reduced (down-sampled) to reach a total average depth of 5X per validated cytosine, per strand (see Methods). For cytosines in CG context, symmetric strands were combined, resulting in an average depth of 10X per individual animal. Final depth-normalized datasets (3 biological replicates per group) totaled an average depth of 30X per group across CG sites (Supplementary Table S7), meeting the suggested depth requirements to obtain satisfactory sensitivity and specificity in differential methylation discovery for WGBS analyses^38^. The resulting depth-normalized datasets covered at least 89% of validated CpG sites on chromosomes X and 3 at a read depth of at least 10X (Supplementary Table S8).

Using the depth-normalized datasets, we first assessed chromosome-wide CpG methylation level distributions for male and female animals of each strain using X chromosome and chromosome 3. Consistent with previous genome-wide base-resolution assessments of CpG methylation, the majority of CpG sites assayed were identified as highly methylated (mCG/CG >0.6), regardless of chromosome location, sex, or genetic strain. However, distinct sex-specific distributions were observed on the X chromosome (Fig. 2A), but not on chromosome 3 (Fig. 2B). As expected, the bimodal distribution of CpG methylation observed on the male X chromosome is similar to that of an autosome. However, compared to male CpG methylation distributions on the X chromosome, female animals exhibited decreased frequency of fully unmethylated CpG sites (mCG/CG, 0–0.1) and decreased frequency of fully methylated sites (mCG/CG, 0.9–1.0). Concomitant with the differences at the extremes of the distribution on the X chromosome, females exhibited an increased frequency of CpG sites with intermediate levels of methylation (mCG/CG, 0.2–0.8), compared to males.

**Figure 2:**
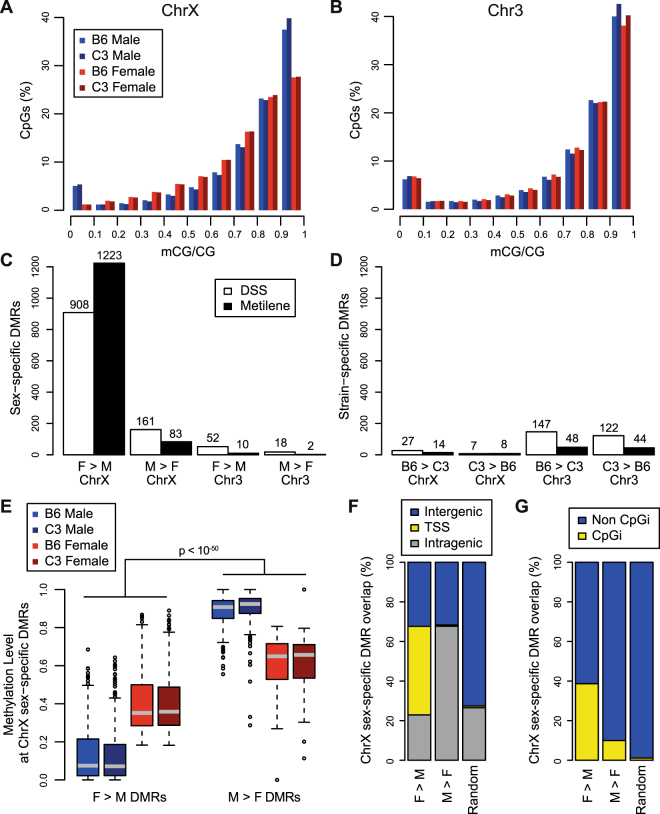
Sex impacts global distribution of CpG methylation on the X chromosome. (**A**) Histogram plot representing frequency distribution of methylation level (mCG/CG) across CpG sites with depth of at least 10x on the X chromosome. Number of CpGs included: B6 Female, 787,051; B6 Male, 793,002; C3 Female, 773,057; C3 Male, 787,158. (**B**) Histogram plot representing frequency distribution of methylation level (mCG/CG) across CpG sites with depth of at least 10x on a representative autosome, chromosome 3. Number of CpGs included: B6 Female, 1,055,125; B6 Male, 1,049,035; C3 Female, 1,014,511; C3 Male, 1,019,177. **(C**) Number of differentially methylated regions (DMRs) on chromosomes X and 3 that distinguish male from female animals using two different tools, DSS and Metilene. DMRs are partitioned by direction, indicating regions with greater methylation level in female mice (F > M) or regions with greater methylation level in male mice (M > F). **(D**) Number of DMRs on chromosomes X and 3 that distinguish B6 from C3 animals. DMRs are partitioned by direction, indicating regions with greater methylation level in B6 mice (B6 > C3) or regions with greater methylation level in C3 mice (C3 > B6). **(E**) Boxplots of CG weighted methylation levels at sex-specific DMRs (using DSS) on the X chromosome for B6 male, C3 male, B6 female, and C3 female mice. Methylation levels at F > M DMRs are significantly less than methylation levels at M > F DMRs, regardless of sex (Mann-Whitney *U*-test). **(F**) Percentage of sex-specific DMRs (using DSS) on the X chromosome that overlap intergenic regions, TSS, or intragenic (non-TSS) regions. **(G**) Percentage of sex-specific DMRs (using DSS) on the X chromosome that overlap CpG island regions or non-CpG island regions. Percentages were calculated based on total DMR count for each type (F > M, M > F, random genomic null region set). ChrX, chromosome X; Chr3, chromosome 3.

Next, we sought to characterize the specific genomic regions that contribute to the observed sex-specific CpG methylation distributions on the X chromosome. We utilized two established tools, DSS^39^ and Metilene^40^, to detect sex- and strain-specific differentially methylated regions (DMRs) on chromosomes X and 3 (Supplementary Table S9). We compared DMR calls using the new framework presented here (using depth-normalized datasets) and the normal pipeline (using full datasets), and while the majority of DMR calls on the X chromosome are similar using both DSS and Metilene (82.8–95.1% overlap), using the new framework may reduce false positive calls resulting from sequencing depth biases (Table 1). Consistent with our observed chromosome-wide methylation distributions, the sex-specific DMRs identified on the X chromosome far outnumbered the sex-specific DMRs identified on chromosome 3 (Fig. 2C). The vast majority of sex-specific DMRs on the X chromosome exhibited greater methylation levels in females (N = 908, 84.9%, DSS; N = 1223, 93.6%, Metilene). However, DMRs exhibiting greater methylation levels in males on the X chromosome (N = 161, DSS; N = 83, Metilene) far outnumbered DMRs exhibiting greater methylation levels in males on chromosome 3 (N = 18, DSS; N = 2, Metilene). Further, the number of sex-specific DMRs identified from both strains on the X chromosome (N = 1069, DSS; N = 1306, Metilene) was far greater than the number of strain-specific DMRs identified from both sexes on either chromosome 3 (N = 269, DSS; N = 92, Metilene) or chromosome X (N = 34, DSS; N = 22, Metilene; Fig. 2D). Female to male methylation differences at sex-specific DMRs on the X chromosome were largely consistent between strains (Supplementary Fig. S1). However, strain-specific DMRs were more frequently observed on chromosome 3 as compared to the X chromosome, which cannot be explained by the difference in chromosome length (159.6 Mb, chromosome 3; 166.7 Mb, chromosome X).

**Table 1:** Comparison of sex-specific DMR calling on X chromosome using full and normalized datasets.

	X chromosome DMRs using all data			X chromosome DMRs using normalized data		
Tool	#	overlap ‘normalized’ DMRs		#	overlap ‘all’ DMRs	
DSS	1124	931	82.8%	1069	945	88.4%
Metilene	1342	1134	84.5%	1306	1242	95.1%

Female versus male DMR calls for X chromosome were generated using both the new framework presented here (using normalized datasets) and the normal pipeline (using full datasets) with both the DSS and Metilene tools. Numbers of DMRs identified are listed along with numbers and percentages of overlapping DMRs.

Depending on the direction of methylation difference, sex-specific DMRs on the X chromosome exhibited different methylation levels. Loci on the X chromosome with greater methylation levels in females (F > M DMRs) predominantly occurred at regions that are unmethylated in males. Loci on the X chromosome with greater methylation levels in males (M > F DMRs) predominantly occurred at regions that are highly methylated in males. Regardless of the sex, methylation levels at F > M DMRs were significantly lower than methylation levels at M > F DMRs on chromosome X (Fig. 2E; p < 10^−50^, Mann-Whitney *U*-test). This was not observed at sex-specific DMRs on chromosome 3 or at strain-specific DMRs on chromosomes X or 3 (Supplementary Fig. S2). These data concurred with the observed differential sex-specific chromosome-wide distributions and support that loci with extreme methylation values in either direction (mCG/CG approaching 0 or 1.0) in males are represented at intermediate methylation levels (mCG/CG 0.2 – 0.8) in females.

Further, depending on the direction of methylation difference, sex-specific DMRs on the X chromosome exhibited differential location distributions relative to genomic features. F > M DMRs were enriched at TSSs on the X chromosome, as 44.7% of F > M DMRs overlapped a TSS, compared to 0.6% of M > F DMRs or 0.9% of length-matched null control regions. On the other hand, M > F DMRs were enriched in gene bodies on the X chromosome, as 67.7% of M > F DMRs overlapped non-TSS intragenic regions, compared to 22.9% of F > M DMRs or 26.5% of random control regions (Fig. 2F). Likewise, F > M DMRs were enriched at CpG islands on the X chromosome, as 38.7% of F > M DMRs overlapped a CpG island, compared to 9.9% of M > F DMRs or 1.1% of length-matched null control regions (Fig. 2G). Approximately one-third (32.7%) of F > M DMRs on the X chromosome overlapped both a CpG island and TSS. Enrichment at TSSs or CpG islands was not observed at sex-specific DMRs on chromosome 3 or at strain-specific DMRs on chromosome 3 or chromosome X (Supplementary Fig. S3). Together, the observed base-resolution distribution of CpG methylation on the X chromosome concurs with longstanding observations of XCI at promoter-proximal CpG islands^20^.

However, while sex-specific methylation differences at CpG islands and TSSs on the X chromosome are clear, F > M DMRs on the X chromosome are not limited to these regions. 22.9% and 32.4% of F > M DMRs occur at intragenic and intergenic regions, respectively. We expect many non-TSS F > M DMRs to occur at enhancer regions, and indeed most (59.4% of non-TSS F > M DMRs) do overlap with enhancer-associated H3K4me1 peaks^41^ in the male liver (Supplementary Fig. S4).

### Sexual dimorphisms of DNA methylation are prominent at promoter-proximal CpG islands

To further investigate how the landscape of DNA methylation on the mammalian X chromosome reflects CpG density, we examined methylation patterns at CpG islands in our model. Using a subset of the depth-normalized datasets, we assessed CpG methylation level distributions for only CpG sites falling within CpG island boundaries on chromosomes X and 3 in male and female animals of each strain (Fig. 3A). Consistent with our differential methylation analyses, sex-specific distributions were observed on the X chromosome, but not on chromosome 3. For CpG islands on the control autosome and male X chromosome, the majority of CpG sites assayed were identified as unmethylated (mCG/CG < 0.1). In contrast, the prominent population of unmethylated CpG sites was not observed on the female X chromosome. Instead, a broader distribution of CpG sites with methylation level (mCG/CG) ranging from 0 to 0.6 was observed. Rather than appearing as a focused peak at mCG/CG 0.5, which would result from a population in which half of the sites are unmethylated and the other half fully methylated, the peak of this distribution occurred at methylation levels (mCG/CG) ranging from 0.1 to 0.3. When examining the remainder of CpG sites, i.e., those sites not falling within a CpG island region, the resulting distribution was largely unimodal (Fig. 3B). However, compared to male CpG methylation distributions on the X chromosome, females exhibited an increased frequency of CpG sites with intermediate levels of methylation (mCG/CG, 0.2–0.8), as compared to males.

**Figure 3:**
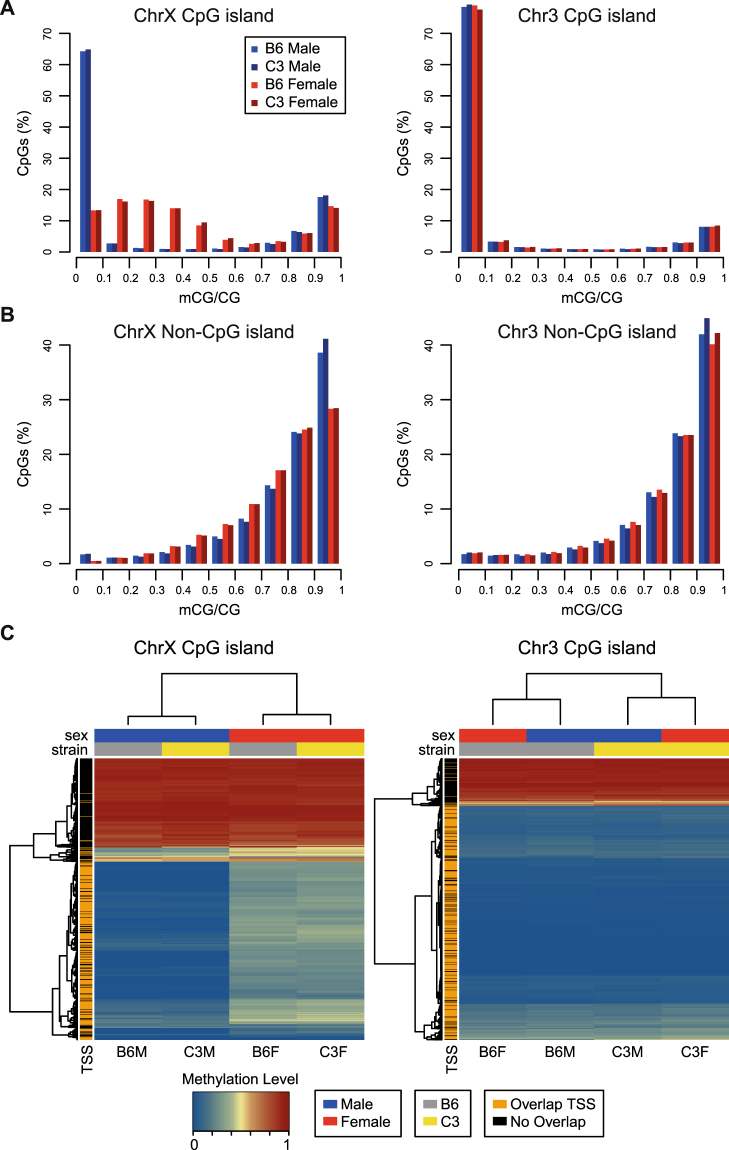
Sexual dimorphisms at low methylation levels (0–50%) on the X chromosome largely reflect differences at promoter-proximal CpG islands. (**A**) Histogram plots representing frequency distributions of methylation level (mCG/CG) across only CpG sites located in CpG islands on chromosomes X and 3, with read depth of at least 10x. Number of CpGs included on the X chromosome: B6 Female, 44,430; B6 Male, 42,534; C3 Female, 40,345; C3 Male, 44,405. Number of CpGs included on chromosome 3: B6 Female, 67,135; B6 Male, 61,067; C3 Female, 59,010; C3 Male, 63,935. (**B**) Histogram plots representing frequency distributions of methylation level (mCG/CG) across only CpG sites located outside CpG islands on chromosomes X and 3, with read depth of at least 10x. Number of CpGs included on the X chromosome: B6 Female, 742,621; B6 Male, 750,468; C3 Female, 732,712; C3 Male, 742,753. Number of CpGs included on chromosome 3: B6 Female, 987,990; B6 Male, 987,968; C3 Female, 955,501; C3 Male, 955,242. (**C**) Heatmaps of methylation levels for CpG island regions on chromosomes X and 3. Rows represent CpG islands containing at least a minimum number of validated CpG sites (calculated as (length/16)*0.65) and with an average minimum read depth of at least 10x across all samples (n = 596 for chromosome X and n = 740 for chromosome 3). The methylation scale indicates the weighted methylation level of each island: blue, unmethylated; yellow, intermediate; red, methylated. Columns represent animal groups. Row and column dendrograms depict unsupervised clustering based on row or column means, using Euclidian distance with complete linkage clustering. Row sidebar indicates whether or not each CpG island overlaps a TSS. Column sidebars indicate sex and strain. ChrX, chromosome X; Chr3, chromosome 3.

To understand how the single site methylation distribution relates to regional CpG island methylation levels, we compared weighted methylation levels for CpG islands on chromosomes X and 3 for male and female mice of both strains (Fig. 3C). First, on both chromosomes X and 3, most CpG islands can be classified into two primary groups by regional methylation level: CpG islands that are predominantly methylated in all groups, and CpG islands that are predominantly unmethylated. Whether or not the CpG island overlaps a TSS is largely predicted by its assignment to one of these two groups (Fig. 3C; see row dendrogram and color bar). Second, CpG island methylation level segregated animals by sex on the X chromosome, but by strain on chromosome 3 (Fig. 3C; see column dendrogram and color bar). Third, regional methylation levels for CpG islands that are unmethylated on the male X chromosome did not approach 50% in female animals. Consistent with single site methylation level data, these results suggest that CpG islands on the Xi are not fully methylated.

### Sexual dimorphisms of DNA methylation extend beyond CpG island boundaries

We next examined how sexually dimorphic DNA methylation patterns relate to CpG island boundaries and TSSs. To do this, we performed a meta-analysis of single site methylation at and around CpG islands located on chromosomes X or 3 that overlap exactly one TSS. Consistent with results presented in Fig. 3, sexually dimorphic methylation was clearly apparent within CpG island boundaries on the X chromosome, while metaplots for male and female animals were nearly identical on chromosome 3 (Fig. 4A, Supplementary Fig. S5). Methylation differences were observed to a lesser extent at TSSs not located in CpG islands (Supplementary Fig. S6). Similar to CpG island TSSs on chromosome 3, methylation approaches zero at CpG island TSSs on the male X chromosome and increases towards each CpG island edge. Interestingly, sex-specific methylation differences are not limited to CpG island boundaries, and extend outward into CpG island shores, resulting in methylation differences in the intermediate range (mCG/CG 0.3–0.7).

**Figure 4:**
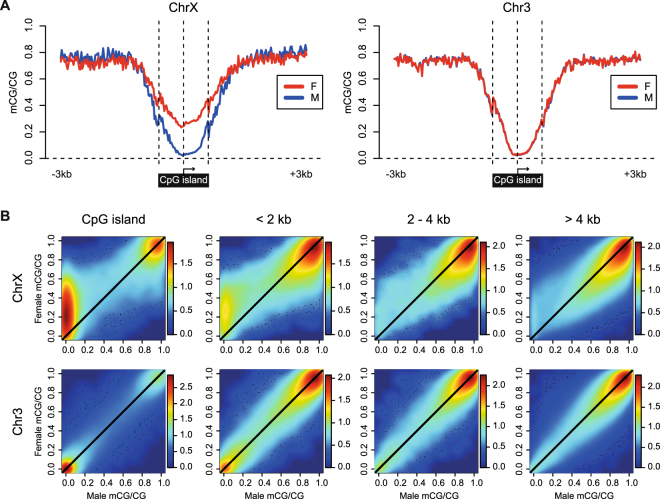
Sexually dimorphic methylation differences on the X chromosome are observed beyond CpG island boundaries. (**A**) Metaplots of CpG methylation level at CpG islands overlapping exactly one TSS on chromosome X (n = 275) and chromosome 3 (n = 429) for C3 animals (Red, female; Blue, male). CpG islands are oriented to the direction of transcription of the overlapped TSS, and the upstream and downstream CpG island edges are independently scaled relative to the TSS. An additional 3 kb to either side of the CpG island (unscaled) is included. (**B**) Smoothed kernel density scatterplots comparing male and female single-site methylation levels on chromosomes X and 3, by proximity to CpG islands. C3 female mCG/CG (y-axis) versus C3 male mCG/CG (x-axis) is plotted for CpG sites with depth of at least 10x in each sample located in CpG islands, within 0–2 kb from a CpG island edge, within 2–4 kb from a CpG island edge, or greater than 4 kb from the nearest CpG island. Points to the upper-left of the diagonal reflect CpGs with greater female methylation and points to the lower-right of the diagonal reflect CpGs with greater male methylation. Number of CpGs included on the X chromosome: CpG island, 39,050; <2 kb, 24,571; 2–4 kb, 18,336; >4 kb, 680,325. Number of CpGs included on chromosome 3: CpG island, 56,661; <2 kb, 31,576; 2–4 kb, 27,092; >4 kb, 883,370. Density color keys are shown to the right of each plot. ChrX, chromosome X; Chr3, chromosome 3.

To extend this analysis, we compared all female and male single site CpG methylation levels on chromosomes X and 3 by proximity to CpG island boundaries (Fig. 4B, Supplementary Fig. S5). Indeed, CpG sites with greater methylation levels in females (upper left of diagonal) were observed at CpG island shores (<2 kb from CpG island edge) and were often present at intermediate methylation levels (mCG/CG 0.3–0.7). On the other hand, skewing towards CpG sites with greater (mCG/CG 0.7–1) methylation level in males (lower right of diagonal), although less pronounced, was observed at CpG island shores, CpG island shelves (2–4 kb from CpG island edge), and open sea regions (>4 kb from CpG island edge). Together, these results are consistent with the observed enrichment of F > M DMRs at promoter-proximal CpG islands and with the enrichment of M > F DMRs at gene body regions.

Next, we examined the relationship between methylation levels at gene body regions and transcription levels. For genes expressed in both sexes, intragenic methylation levels (mCG/CG) are significantly higher in males than in females (p = 3 × 10^−6^, Mann-Whitney U-test, Supplementary Fig. S7). Further, in male animals, intragenic methylation levels for expressed genes are higher than levels for silent genes (p = 3 × 10^−3^, Mann-Whitney U-test, Supplementary Fig. S7). Genes that are silent in both sexes (i.e. silent on both the Xa and Xi) fail to show a significant difference in intragenic methylation levels. Together, these data provide supporting evidence for a relationship between transcription levels and gene body methylation levels.

### Exceptions to the rule: escape from XCI

While DNA methylation appears to be a part of the mechanism for dosage compensation for the majority of genes on the X chromosome, exceptions to XCI were observed. 

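In the RNA-seq data, 18 X-linked genes were female-biased in both strains, and the 5 with the largest mean log2 fold change were Xist, Sytl5, Morc4, Sept6 and 2900008C10Rik. Without Xist, the paper classes 2 of 28 female-biased genes in B6 and 3 of 35 in C3 as escaping XCI in that strain. In B6 and C3, 7 and 13 of these female-biased genes are among those it lists as inactivated. That list rests on published calls in brain and Patski cells, not on calls in liver. Of the 8 genes other than Xist that the paper lists as escaping in both strains, 2 passed the thresholds in B6 and 3 in C3. All 8 had a positive log2 fold change of females against males in both strains. In each strain, 6 of them had an adjusted p under 0.05 (edgeR). The value of Firre in C3 was 0.01 (standard error 0.08, adjusted p = 0.91, edgeR), and its sign changed under some alternatives. Sytl5 (gene identifier 236643) lies on chromosome X of mm9 from 9462747 to 9575990. It had 10.1 ± 8.62 CPM (SD, n = 5) in B6 females and 0.919 ± 0.472 CPM (SD, n = 5) in B6 males, a log2 fold change of 3.40 (standard error 0.38, adjusted p = 2.0e-06, edgeR). In C3 it was 4.56 (standard error 0.37, adjusted p = 3.8e-08, edgeR), and the difference between the strains did not pass (interaction adjusted p = 0.303, edgeR). Morc4 had log2 fold changes of 1.01 in B6 and 1.48 in C3 (standard error 0.14 in each). Sept6, which overlaps a gene on the opposite strand, had 1.01 in B6 and 1.88 in C3, and female and male livers overlapped in B6. For 2900008C10Rik, which overlaps a gene on its own strand and had a mean of at most 1.83 CPM in any group, the values were 1.36 and 0.93.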

We identified a group of X-linked female-biased genes that exhibit expression patterns consistent with an associated dosage difference. Lister *et al*. previously reported a non-CpG methylation (mCH) signature that identifies genes that escape XCI in neurons, a cell type in which non-CpG methylation accumulates at high levels^32^. Schultz *et al*. evaluated the prevalence of mCH in multiple additional human tissues and found the fraction of methylated cytosines in CH context to ranges from 0–0.4%, as compared to over 8% for neurons^33^. Further, they demonstrated that the mCH signature identifies escape genes in several human tissues, including adrenal, aorta, esophagus, fat, gastric, pancreas, small bowel, and spleen^33^.

Here, we assessed to what extent the mCH signature held true for genes likely to escape XCI in mouse liver tissue from two different genetic backgrounds. In mouse liver, the total fraction of methylated cytosines in a CH context (0.1–0.4%) was highly consistent with the range observed in non-neuronal human tissues, albeit much lower than mCH fractions in neurons (Fig. 5A). In our study, the fraction of mCH varied by sex and strain for chromosomes X and 3; the fraction of methylated CH sites was approximately 2-fold greater in the C3 strain than in the B6 strain for the comparable sex and chromosome. Furthermore, consistent with previous reports^32^, male animals exhibited a higher fraction of methylated CH sites on the X chromosome than female animals of the same strain, presumably due to effects of XCI.

**Figure 5:**
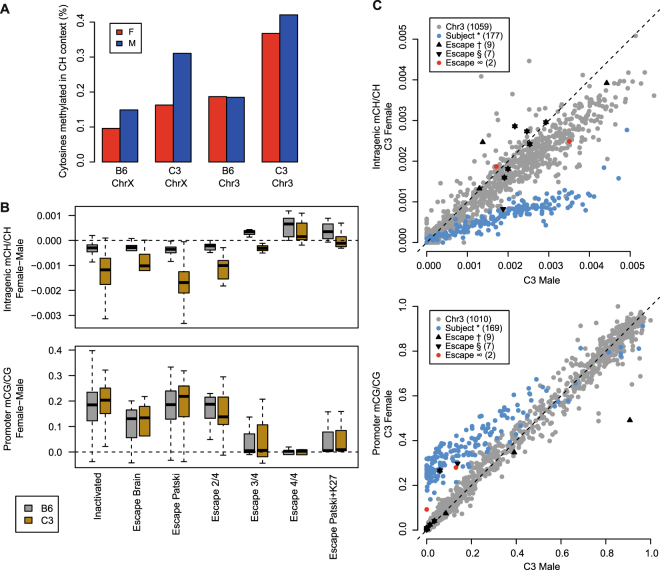
Non-CpG methylation is enriched in genes escaping XCI in mouse liver. (**A**) The total fraction of methylated cytosines in CH (non-CpG) context by sex and strain for chromosomes X and 3 (Red, female; Blue, male). (**B**) Sex differences in intragenic mCH/CH and promoter mCG/CG distinguish escaper genes from inactivated genes. Boxplots of sex differences (female – male) in intragenic mCH/CH and promoter mCG/CG at genes with previously demonstrated XCI status in multiple mouse cell types. Classifications include genes subject to XCI in both brain and Patski cells (n = 177), brain-specific escapers (n = 6), Patski-specific escapers (n = 52), genes escaping in 2 of 4 (n = 9), 3 of 4 (n = 3), or 4 of 4 (n = 6) cell types analyzed by Berletch *et al*.^42^, or genes escaping in the Patski cell line and depleted of H3K27me3 in adult mouse liver (n = 7), as demonstrated by Yang *et al*.^43^. (**C**) Gene-level scatterplots comparing C3 male and C3 female intragenic mCH/CH and promoter mCG/CG for mouse genes by XCI status. Mouse genes reported as inactivated or escapers: Berletch *et al*. subject to XCI in both brain and Patski cells (*), Berletch *et al.* escape in at least 3 of 4 cell types (†), Yang *et al*. escape in Patski cells and depleted of H3K27me3 in adult liver (§). Predicted escaper genes (∞) and autosomal genes (Chr3) are also indicated.

To classify inactivation status of X-linked genes, we relied on two published reports that surveyed allele-specific gene expression of X-linked genes in mouse tissues and cells with skewed XCI^42,43^. Genes reported to escape XCI were categorized based on either the level of variability between four mouse cell types^42^ or the overlap with H3K27me3-depleted regions in mouse liver^43^ (see Methods for detailed description). Despite strain-specific differences in overall fractions of cytosines methylated in CH context, sex differences in intragenic mCH/CH and promoter mCG/CG distinguished escaper genes from inactivated genes in both strains (Fig. 5B). However, sex differences were not apparent when we analyzed intragenic mCG and promoter mCH (Supplementary Fig. S8). At the individual gene level, greater intragenic mCH levels and reduced promoter mCG levels distinguished genes escaping XCI from genes subject to XCI when comparing females to males (Fig. 5C, Supplementary Fig. S9). Despite a lower overall fraction of mCH sites on the X chromosome in the B6 strain, intragenic mCH levels were predictive of XCI status in both strains (Supplementary Fig. S10). Using promoter mCG and intragenic mCH levels of genes on the X chromosome (Supplementary Table S10), we classified escapers of XCI in each strain (Table 2, Supplementary Table S11). The genes identified in the current study as liver escapers are frequently reported to escape XCI in other mouse cell types, including trophoblast stem cells (TSCs)^44^, neural progenitor cells (NPCs)^15,45^, Patski cells^42^, spleen^42^, ovary^42^, and brain^28,42,46^ (Table 2). Based on our data, we predict that non-CpG methylation is enriched in genes that escape XCI in mouse liver.

**Table 2:** Summary of genes predicted to escape from XCI in mouse liver based on DNA methylation data.

Gene	Analysis Set	Liver C3	Liver B6	Patski^42^	Spleen^42^	Ovary^42^	TSCs^44^	NPCs^15^	NPCs^45^	Brain^42^	Brain^46^	Brain^28^
*Ddx3x*	†,§	Escape	Escape	*	*	*		*	*	*	*	*
*Eif2s3x*	†,§	Escape	Escape	*	*	*	*	*		*	*	*
*Firre*	†,§	Escape	Escape	*	*	*		*	*			*
*Kdm5c*	†,§	Escape	Escape	*	*	*	*	*	*	*	*	*
*Kdm6a*	†,§	Escape	Escape	*	*	*	*	*	*	*	*	*
*Pbdc1*	†,§	Escape	Escape	*	*	*	*	*	*			*
*5530601H04Rik*	†	Escape	Escape	*	*	*	*		*	*	*	*
*Ftx*	†	Escape	Escape		*	*	*		*	*		*
*Xist*	†	Escape	Escape	*	*	*	*	*	*	*	*	*
*Mid1*	§	Subject	Subject	*			*	*	*		*	
*4933407K13Rik*	∞	Escape	Subject									‡
*G530011O06Rik*	∞	Subject	Escape				*					
*Utp14a*	∞	Escape	Subject		*	*	*		*			

Mouse genes reported as escaping from or subject to XCI in the C3 and B6 mouse strains, according to the data in this study. Analysis set designates genes reported by Berletch *et al*.^42^ escaping in at least 3 of 4 cell types (†), genes reported by Yang *et al*.^43^ escaping in Patski cells and depleted of H3K27me3 in adult liver (§), or genes not included in the training set (∞). Genes identified to escape XCI in other studies are indicated with an asterisk (*). Mouse cell types in the comparison studies include Patski cells, spleen, ovary, trophoblast stem cells (TSCs), neural progenitor cells (NPCs), and brain cells. Also noted is a gene previously identified to be CH-hypermethylated, located at the *Dxz4* macrosatellite (‡).

## Discussion

Here, we utilized a high-depth whole genome bisulfite sequencing dataset to draw insights on a longstanding topic of interest, the role of DNA methylation in XCI, in a mouse model system widely used for toxicological assessments. The depth and resolution of our dataset empowered an investigation of the generalizability of decades of gene-by-gene findings, while addressing unique depth considerations for sequence-based analysis of female-to-male comparisons on the X chromosome. Based on the analyses we have developed and report here, the general models of DNA methylation on the Xi previously described are solid and appear to appropriately predict XCI status. However, while confirming many longstanding observations, several additional insights were made regarding X-chromosome-wide methylation distributions, maintenance of DNA methylation at CpG islands, and methylation in gene body regions.

First, using our high-resolution WGBS datasets, we provide perspective on chromosome-wide methylation distributions that may inform animal or human population studies comparing epigenomes of male and female subjects. Consistent with a previous finding that global levels of methylation on the two female X chromosomes did not significantly differ^47^, the majority of CpG sites were consistently highly methylated on the X chromosome regardless of presence of the Xi (Fig. 2A). This base-resolution chromosome-wide distribution starkly differs from distributions of sex-specific DNA methylation patterns on the human X chromosome that have been assessed using Illumina Infinium HumanMethylation450 (450 K array) BeadChips, which cover approximately 1% of CpG sites on the human X chromosome and are biased towards TSSs^26,27^. CpG methylation frequency distributions of X-linked 450 K array probes in female and male humans look quite different than global distributions presented here. Specifically, frequency distribution analyses of 450 K array probes located on the X chromosome present a bimodal distribution for males (2 distinct peaks at β ≈ 0 and β ≈ 1) and a multimodal distribution in females (3 peaks at β ≈ 0, β ≈ 0.5, and β ≈ 1)^26,27^. The female X-linked 450 K array probe methylation distributions more similarly resemble methylation distributions resulting from analysis of CpG island CG sites (Fig. 3A) than methylation distributions resulting from analysis of all CG sites on X chromosome (Fig. 2A).

In the mammalian genome, CpG islands are predominantly unmethylated regions of DNA, with the only major exception being methylation of CpG islands of the Xi. Consistent with previous studies, a large proportion of female versus male mCG differences on the X chromosome occur at CpG islands. However, our analysis provides additional insights relating to maintenance of DNA methylation at CpG islands. First, sex-specific DNA methylation differences on chromosome X are not limited to CpG island boundaries. While sex differences at regions with low methylation levels (mCG/CG 0–0.3) on the X chromosome reflect differences at promoter-proximal CpG islands subject to XCI, sexually dimorphic differences at intermediate methylation levels (mCG/CG 0.3–0.7) were often observed at regions adjacent to CpG islands. Second, the results presented here suggest that CpG islands on the Xi are not fully methylated. This is consistent and widespread across CpG islands on the Xi (Fig. 3C). Interestingly, the peak of the female methylation distribution of CpG sites within an island occurs from methylation level (mCG/CG) ranging from 0.1 to 0.3 (Fig. 3A). This would not be the expected distribution if Xa were unmethylated and Xi were fully methylated, in which a sharp peak around 0.5 would be expected. The observations here may reflect a general rule for silencing a CpG island, in that a biochemical threshold exists for blocking access to factors that keep DNA unmethylated. Visual inspection of individual CpG islands in our data suggests that locations near TSSs exhibit methylation levels close to 50%. We speculate that the threshold for maintenance of the silent state could be location-based, in that methylation of specific cytosines are required for silencing. Rigorous testing of this model will require use of genetic models in which X inactivation is non-random and allelic expression and methylation can be unambiguously determined.

Next, the results presented here inform on the relationship between transcription and DNA methylation patterns in gene body regions. In keeping with the predictions made by Jones over a decade ago^48^, the results here support a paradox in which DNA methylation in the promoter is inversely correlated with gene expression, whereas methylation in the gene body is positively correlated with gene expression^49^. This pattern was exemplified at DMRs on the X chromosome, comparing males with one Xa to females with one Xa and one Xi. In general, greater methylation was observed in gene bodes of males (all actively transcribing) than females (only half actively transcribing). Further, genes that were not expressed in either sex (i.e. silent on both the Xa and Xi) failed to show a significant difference in intragenic methylation levels. Conversely, greater methylation was observed in promoters of females as compared to males.

In addition to assessing methylation at cytosines in the CpG context, the depth and resolution of our dataset allowed us to query the generalizability of recently described non-CpG gene body methylation signatures^32,33^ on the X chromosome in the mouse liver. Compared to brain, liver has far less non-CpG methylation. However, though less than 0.4% of all non-CpG cytosines on the X chromosome were methylated above background levels, intragenic mCH was enriched for a subset of genes that were previously demonstrated to escape XCI in mouse cells. Indeed, we found that intragenic mCH/CH could be used to predict genes that escape XCI in mouse liver. In addition to classifying nine common escape genes between B6 and C3 liver, we sought to identify strain-specific escapers, as such genes have been previously suggested^44^. According to the methodology used in this study, we identified three strain-specific escape genes; 4933407K13Rik and Utp14a escape specifically in C3 and G530011O06Rik escapes specifically in B6. All three of these genes have been previously implicated as escapers in other mouse cell types^28,50,51^.

Finally, the analyses presented here provide insight on methodological aspects of assessing DNA methylation across the X chromosome. Currently, coverage recommendations for methylation analysis by whole-genome bisulfite sequencing are based on autosomes^38^. However, when sequencing male (XY) and female (XX) samples to an equivalent total genomic coverage, the resulting depth of reads mapping to the male X chromosome is approximately half that of autosomes or the female X chromosome. Here, we provide a general framework for performing sample comparisons that have different chromosome numbers. To ensure comparisons are valid across sexes and genomic background, as well as to minimize impact of individual-to-individual variation, cytosine reads at sites with validated genomic context are randomly down-sampled to levels of the lowest coverage animal. Functionally, this process doubles the minimum genomic coverage recommendations if female-to-male or male-to-male comparisons of the X chromosome are to be included in a bisulfite sequencing analysis. In addition to sex chromosome analysis, this process may be useful for other situations where chromosome ploidy may influence the outcome of genomic analysis, for instance in comparisons of cancer versus normal cells.

Together, our analyses provide insight on the underlying DNA methylation landscape in mouse liver and emphasize the importance of understanding the variability of epigenetic and gene expression patterns between sexes. However, moving forward with more widespread evaluation of sex differences^52^, it is important to consider underlying methylation differences between males and females on the X chromosome.

## Methods

### Animal care

Female and male C57BL/6 N and C3H/HeN mice were obtained from Taconic Farms, Inc. (C57BL/6NTac, C3H/HeNTac). Animals were housed in an AALAC accredited facility at Alion Science and Technology (Durham NC, Study # 2015–104–134). Animals were single housed in polycarbonate cages containing absorbent heat-treated hardwood bedding (NEPCO, Warenburg, PA), with male and female mice maintained in separate rooms. Cotton fiber nestlets (Ancare Corp., Bellmore, NY) were supplied to mice for environmental enrichment. Animals were maintained in climate controlled rooms (18–26 °C; 35–65% humidity) on a 12:12 hr light:dark cycle. Animals were housed in a pathogen-free environment, and no pathogens were identified in sentinel testing of serum and feces. To simulate dietary conditions of National Toxicology Program (NTP) breeding, NIH-31 diet (Harlan Teklad, Indianapolis, IN) was provided until 17 weeks of life and then switched to NTP2000 (Zeigler Bros., Gardners, PA) beginning at 18 weeks of age. Water (City of Durham, NC) and food were provided *ad libitum*. At 20 weeks, all animals were euthanized by carbon dioxide asphyxiation, and death was confirmed by exsanguinations via the caudal vena cava. All animal studies were approved by the Alion Animal Care and Use Committee. All procedures were in compliance with the Animal Welfare Act Regulations, 9 CFR 1–4 with handling and treatment according to the *Guide for the Care and Use of Laboratory Animals*^53^.

### RNA extraction

Total RNA was extracted from fresh liver tissues, with 5 biological replicates per group. Time of tissue collection was standardized over a 4-hour period, with necropsies starting at 8 AM local time. The left lateral lobe was rapidly removed, rinsed with phosphate buffered saline, immediately homogenized in Trizol (Thermo Fisher Scientific) using a Kimble motorized pellet pestle, and phase separation was performed according to the manufacturer’s instructions. The Trizol aqueous phase was then purified using Acid Phenol:Chloroform (Ambion) according to the manufacturer’s instructions. An equal volume of 50% ethanol was added to the aqueous layer and the RNA was purified using the RNeasy Mini Kit (Qiagen) with RNase-Free DNase treatment (Qiagen), according to the manufacturer’s instructions. RNA integrity was assessed using the Agilent Bioanalyzer with the RNA 600 Pico Kit (Agilent). The RNA Integrity Number (RIN) for total RNA samples ranged from 9.3 to 9.7.

### RNA-seq library construction and sequencing

Indexed paired-end libraries were constructed for each total RNA sample using the TruSeq Stranded Total RNA Library Prep Kit with Ribo-Zero Gold (Illumina), according to the manufacturer’s instructions. Libraries were randomly distributed to three pools, and each pool was sequenced using the Illumina HiSeq 2500 Sequencing System, run as indexed 125 base paired-end reads, at the NIH Intramural Sequencing Center (NISC). At least 42 million raw read pairs per library were generated.

### RNA-seq data processing and alignment

Initial quality control checks on raw sequence data were performed using FastQC v0.11.4. Datasets were filtered to include read pairs with average base quality score of at least 20. 3′ Illumina universal adapter sequences were removed from each mate using Cutadapt v1.9.1^54^ with the parameters “-a AGATCGGAAGAG -O 3”. Following adapter trimming, appropriate pairing of reads was confirmed and read pairs less than 30 nt were excluded. Trimmed and filtered RNA-seq data were aligned to the mouse genome (mm9/NCBI build 37) using STAR v2.5.1b^55^ with the following parameters: “--runMode alignReads --outSAMtype BAM Unsorted SortedByCoordinate --outMultimapperOrder Random --outSAMattrIHstart 0 --outFilterType BySJout --alignSJoverhangMin 8”. A summary of read pair filtering and mapping is included in Supplementary Table S1. Genomic features were obtained from RefSeq annotations (February 8, 2016). Reads were summarized based on the RefSeq annotations using the featureCounts read quantification program of the Subread v1.5.0-p1 package^56^ with default parameters except “-s2 -p” such that reads were counted at the meta-feature level, and multimapping or multi-overlapping reads were not counted. A matrix of raw counts per gene for each sample (n = 20) was compiled.

### Differential expression analyses

Differential expression analyses were carried out using DESeq2 v1.10.1^57^. A DESeq2DataSet (dds) object was constructed from the matrix of counts using ‘DESeqDataSetFromMatrix’ utilizing a multi-factor design to test the ‘sample’ condition and control for ‘pool’ (design = ~pool + sample), and standard differential expression analysis was performed, ‘DESeq(dds)’. Pairwise differential comparisons of female versus male for each strain and C3 versus B6 for each sex (Supplementary Table S2) were extracted by calling the ‘contrast’ argument of the ‘results’ function with default parameters.

### Statistical and graphical analyses of gene expression data

Statistical and graphical analyses of gene expression were conducted using R version 3.4.1^58^. To generate PCA plots, normalized count data from DESeq2 were transformed by applying a variance stabilizing transformation (VST) using the ‘varianceStabilizingTransformation’ function with default parameters. Subsets of the VST-transformed matrix, reflecting all genes (N = 25,444) or genes on autosomes (N = 23,974), chromosome 3 (N = 1,165), and chromosome X (N = 1,281), were generated using chromosome location annotations. For each subset, row variance was calculated using the ‘rowVars’ function of the ‘genefilter’ package, and the top 10% of genes, selected from each respective group by highest variance across all samples, were utilized for PCA analysis. PCA analysis was performed using the ‘prcomp’ function of the ‘stats’ package^58^. The percent of the total variance that is explained by the principal components in each direction was calculated and is listed on the axes. PCA plots were generated using ‘ggplot’ of the ‘ggplot2’ package^59^. For volcano plots, DESeq2 pairwise differential comparisons of female versus male were filtered to include only genes passing default DESeq2 independent filtering criteria and excluding genes annotated as ‘chrN_random’. The total numbers of genes represented in each plot are as follows: all, 16,199; autosomes, 15,644; chromosome 3, 789; chromosome X, 551. For visualization purposes, adjusted P-values less than 1.0e-30 were set to 1.0e-30, log2 fold change less than −3 were set to −3, and log2 fold change greater than 3 were set to 3. Using the ‘sunflowerplot’ function of the ‘graphics’ package, −log10(adjusted P-value) was plotted against log2 fold change for each gene, such that overlapping points are visualized using sunflower petals. Thresholds for significance were defined as adjusted P-value < 0.001 and |log2 fold change >0.5|.

### WGBS data processing and normalization

WGBS datasets from females and males of the B6 and C3 strains were processed and aligned to the mm9 reference genome (NCBI 37) as previously described (Grimm *et al*., submitted). The observed bisulfite conversion rate was at least 99.4% (mean, 99.8%), as assessed by read pairs mapped to Enterobacteria phage λ (Supplementary Table S12). For downstream analyses, reads mapping to chromosomes X and 3 were utilized. Chromosome 3 was selected as the autosomal control for chromosome X due to similarity in size and CpG content. A genomic context validation strategy was implemented to identify mm9 CpG sites that are within the same genomic context (CG, CHH, CHG) in all genotypes (mm9, B6, C3; Supplementary Table S6), as previously described (Grimm *et al*., submitted). All downstream analyses were restricted to cytosines with validated genomic context. Additionally, data were normalized to account for read depth differences across sexes, chromosomes and biological replicates. Aligned cytosine reads mapping to validated sites were randomly downsampled to an average depth of 5X per strand for each animal (3 animals per genotype). For cytosines in CG context, symmetric strands were combined, resulting in an average depth of 10X per individual animal. Final working datasets totaled 30X average depth (combined strands) per genotype for cytosines in CG context and 15X average depth (per strand) per genotype for cytosine in CH context (Supplementary Table S7). Biological replicate information was utilized for differential methylated region detection, and replicates were merged for all other downstream analyses. For analyses of single-site CG methylation levels, an additional read depth filter was applied such that only CpGs with depth of at least 10X (combined strands) were included. The total number of CG sites with depth ≥10X are listed in Supplementary Table S8 and represent >80% of mm9 CpGs and >89% of validated CpGs (mm9, B6, C3) on chromosomes X and 3.

### Comparative DNA methylation analyses

Differentially methylated regions were identified using two methodologies, DSS^39^ and Metiline^40^. Using depth-normalized CpG data, pairwise comparisons of female versus male for each strain and C3 versus B6 for each sex were conducted using each methodology. For regional CG or CH methylation level calculations, a weighted methylation level metric was utilized, calculated as defined by Schultz *et al*.^60^. In this calculation, a binomial test was employed, with probability of success equal to 0.002 and P-value threshold of 0.001, to predict unmethylated sites. Based on the binomial test, methylation levels of sites predicted to be unmethylated were set to zero. A regional coverage criterion was imposed such that a minimum average read depth of at least 5X per validated cytosine, per strand (10X for combined strands) was required in all samples for a given region to be included. The fraction of cytosines that show a statistically significant amount of methylation in the CH contexts was calculated using methylated and unmethylated reads at each site according to the definition described by Schultz *et al*.^60^. A binomial test was utilized to determine if the observed methylation frequency is above background levels. For this analysis, only sites with validated context and with a minimum depth of at least 5X per strand were included.

### Genomic feature annotation

CpG islands were computationally defined for mm9 using the criteria described by Takai and Jones: length ≥500 bp, GC content ≥55%, ObsCpG/ExpCpG ≥0.65^61^. CpG island shores were defined as regions up to 2 kb flanking either CpG island edge^62,63^. CpG island shelves were defined as regions up to 2 kb flanking CpG island shores^64^. Open sea regions were defined as those greater than 4 kb from the nearest CpG island^65^. Gene features were obtained from RefSeq annotations (February 8, 2016). ChIP-seq peaks for C57BL/6 male adult (8-week) liver were obtained from The Mouse ENCODE Project Consortium (Bing Ren Lab) through Accession Numbers ENCFF001XXU, ENCFF001XXV, ENCFF001XXX, ENCFF001XXY, ENCFF001XXZ, ENCFF001XYA, ENCFF001XYB, ENCFF001YAM, and ENCFF001YAN^41^. For DMR-gene annotation, length-matched random control coordinates were generated using the ‘shuffle’ utility of Bedtools using F > M DMRs (N = 908) with the options ‘-seed 99 -noOverlapping -chrom’ and masking mm9 gap regions. DMR or random null coordinates were overlapped with gene body coordinates, defined as TSS to TES, for all transcripts in our gene model, using the ‘intersect’ utility of Bedtools v2.23.0. DMRs overlapping gene bodies were partitioned into those overlapping TSS (indicated as ‘TSS’) and those not overlapping TSS (indicated as ‘intragenic’). DMRs not overlapping gene bodies are indicated as ‘intergenic’. For assessment of promoter and intragenic methylation levels, TSS and TES coordinates were defined using the most abundant isoform for each gene locus using RNA-seq data. For each RNA-seq sample (N = 20), at each given gene locus, the average normalized FPKM per transcript (N = 35,817) was calculated using Cuffnorm^66^. For each animal, the normalized FPKM of each transcript was calculated such that the sum of FPKM values for each transcript equaled 100 for each gene locus. For each transcript, the average normalized FPKM was calculated across all animals, excluding animals with FPKM of 0 for every transcript for a given locus. Transcripts were ranked by average normalized FPKM for each gene locus, and the most abundant isoform was selected. In the event of a tie, the longest transcript was selected, however if transcripts were the same size, one transcript was randomly selected. Genes were filtered to include only genes greater than 1 kb in length and exclude those annotated as ‘chrN_random’. Top ranking transcripts located on the X chromosome (N = 1,075) and chromosome 3 (N = 1,080) were extracted and utilized for downstream analyses. Promoter regions for each gene (top-ranking transcript) were defined to be a 1 kb region ending at the TSS, and gene body (intragenic) regions were defined to be the region from TSS to TES, as utilized by Schultz *et al*. for XCI calculations^33^.

### Statistical and graphical analyses of DNA methylation data

Statistical and graphical analyses of DNA methylation were conducted using R version 3.4.1^58^. Methylation distribution histogram plots were generated using the ‘multhist’ function of the ‘plotrix’ package using a bin size of 0.1. Boxplots were created using the ‘boxplot’ function of the ‘stats’ package using the default settings. Boxes represent the first to third quartiles of the data distribution and whiskers were drawn to the maximum data value no more than 1.5 times the interquartile distance. P-values for the boxplots were calculated using the Mann-Whitney U-test implemented by the ‘wilcox.test’ of the ‘stats’ package and are two-sided when comparing the methylation level of F > M and M > F DMRs. Heatmaps of weighted methylation levels for CpG islands on chromosomes X and 3 were generated using the ‘heatmap.2’ function of the ‘gplots’ package in R using default parameters for dendogram computation and reordering (based on row or column means), distance (‘dist’, Euclidean method), and hierarchical clustering (‘hclust’, complete method). For CpG island mCG/CG metaplots, CpG islands were filtered to include only islands containing exactly one TSS. CpG islands were oriented to the direction of transcription and length was normalized such that the distance to the upstream and downstream edges were independently scaled relative to the TSS. The length from each CpG island edge to the TSS was divided into 25 variably sized bins. An additional 3 kb to either side of each CpG island (unscaled) was divided into 100 fixed size bins. For each bin of each CpG island, site-specific mCG/CG values were averaged, and then the overall average of each bin across all CpG islands was plotted for males and females. Vertical dashed lines were drawn at the TSS and at each CpG island edge. Smoothed density scatterplots were generated using the ‘smoothScatter’ function of the ‘graphics’ package, which produces a smoothed color density representation of the scatterplot, obtained through a kernel density estimate. Density color keys were generated using the ‘image.plot’ and ‘tim.colors’ functions of the ‘fields’ package.

### XCI gene classification

Assessment of the relationship between female-specific methylation (mCH/CH, mCG/CG) levels and escape from XCI was based on the methodologies described by Ecker and colleagues^32,33^. Two published reports that surveyed allele-specific gene expression of X-linked genes in mouse tissues and cells with skewed XCI were utilized to classify genes subject to or escaping XCI^42,43^. Yang *et al*. used the Patski cell line that contains one Xa from *Mus spretus* and one Xi with an *Hprt* mutation from *Mus musculus* (C57BL/6 J)^43,67^. Additionally, Yang *et al*. performed ChIP-chip analyses to assess H3K27me3 levels in male and female adult liver from B6 mice and demonstrated that the repressive mark is depleted at escaper genes^43^. For this study, we used a list resulting from the intersection of genes escaping XCI in Patski cells and genes depleted of H3K27me3 in both male and female liver (n = 7). Berletch *et al*. assessed brain, spleen, and ovary tissues using a mouse model in which F1 animals contain one Xa that carries a deletion of the *Xist* proximal A-repeat (*Xist*Δ) from *Mus musculus* (C57BL/6 J) and one Xi from *Mus spretus*^42^. Additionally, Berletch *et al*. assessed allele-specific expression in the Patski cell line. For this study, inactivated X-linked genes (n = 177) were defined as the intersection of genes subject to XCI in brain tissue (n = 400) and Patski cells (n = 203). Genes reported to escape XCI were categorized based on level of variability between mouse cell types, including cell-specific escape in brain (n = 6) and Patski cells (n = 52), and common escapers in 2 of 4 (n = 9), 3 of 4 (n = 3), and 4 of 4 (n = 6) cell types. X-inactivation statuses for all genes in B6 and C3 mouse liver were predicted using intragenic mCH/CH and promoter mCG/CG levels. To create training sets, escaper genes were defined as those escaping in at least 3 of 4 tissues examined by Berletch *et al*.^42^ or escaping in Patski cells and depleted of H3K27me3 in both male and female liver in the Yang *et al*. study^43^. For each strain, a linear discriminant analysis (LDA) model was created with female and male intragenic mCH and promoter mCG levels using the ‘lda’ function of the ‘MASS’ package in R (v7.3–47)^68^ with default parameters, and XCI status predictions were made using the ‘predict’ function of the ‘stats’ package in R^69^. Genes with no evidence of expression in B6 or C3 liver (zero total RNA-seq reads in all samples) were excluded. 

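Of the 1281 X-linked loci in the deposited count table, 618 had 0 counts in all 20 livers and 663 had at least 1 count. With 3 counts as the smallest amount that a library can show, the depth of the libraries sets the limit of detection between 0.0641 and 0.110 CPM, so a locus at 0 is not shown to be silent.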

XCI status classifications are listed in Table 2 and Supplementary Table S11.

### Data availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^70^ and are accessible through GEO Series accession numbers GSE106208 and GSE106379.

## Electronic supplementary material

Supplementary Information

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Table S8

Table S9

Table S10

Table S11

Table S12

How the deposited data were processed for this re-analysis (not part of the article)

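Liver RNA from 20 mice at 20 weeks of age was analysed, 5 females and 5 males of each of 2 inbred strains, B6 and C3. Strain, sex and sequencing pool of each liver were taken from the sample labels, which match Supplementary Table S1. According to the methods, male and female mice were kept in separate rooms, so sex and room cannot be told apart in these data. The whole genome bisulfite sequencing of the paper was not analysed here, and its classes of inactivated and escape genes and its promoter methylation values were used as the paper gives them.

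The authors deposited raw counts of read pairs per gene, without normalization. They were made from strand-specific, ribosomal RNA-depleted total RNA libraries by trimming adapters with Cutadapt, aligning to mm9 with STAR and counting on RefSeq genes with featureCounts, with multimapping and multi-overlapping reads left out. The authors also deposited TPM values, in which each count is divided by a gene length that is the same in every library and the values of a library are scaled to a common sum. The text of the paper does not say how this length was defined, so only the relative length that the tables imply was used. The headers of the columns with the gene symbol and the gene identifier are exchanged in the deposited tables, and they were read by their content. The tables hold 25444 loci under 24423 symbols, and 1434 loci carry a symbol that occurs more than once. Each locus was kept apart.

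Total counts per library lay between 27370921 and 46835745. The precision of a count follows from this depth: a library can show a gene from about 3 counts, between 0.0641 and 0.110 CPM. Where every library of a group was at or under 3 counts, the fold change is given as a lower bound against 3 counts, and no fold change is given where both groups were. This limit covers counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules.

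Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the 4 groups, normalized by TMM and fitted with a quasi-likelihood model of group and pool over all 20 libraries. The comparisons were female against male in each strain, C3 against B6 in each sex, and the sex-by-strain interaction. P-values were adjusted by the Benjamini-Hochberg method over the 13704 genes tested, and a gene was called when the adjusted p was under 0.001 and the log2 fold change exceeded 0.5 in either direction, as in the methods. Expression is given as CPM with the SD over 5 mice. The standard error of a log2 fold change is its absolute value divided by the square root of the quasi-likelihood F statistic. It is not an output of edgeR and is approximate, above all where a group is near the limit of detection. Shares of genes on chromosomes were compared with two-sided Fisher's exact tests across genes. The principal component analysis used the variance stabilizing transformation of DESeq2 1.42.0 on the 10% of genes with the highest variance in each set, and two-sided permutation tests with 100000 resamples. Expression of X-linked genes per liver was taken from log2 CPM with a prior count of 2 and compared by two-sided exact permutation tests over the 252 splits of 5 mice against 5, with a smallest p of 0.00794.

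The genes that the text names were chosen by rules that do not depend on reading their values: every gene that the text, Fig. 1 or Table 2 of the paper names; the 3 autosomal genes with the largest change in each direction in each sex comparison, and the 2 genes in each strain comparison, among those called whose 5 against 5 livers do not overlap; the X-linked genes called in both strains, every male-biased one and the 5 female-biased ones with the largest mean change; the Y-linked genes called in both strains; the 2 genes with the largest change in each direction and strain among those listed in Supplementary Table S5 under the 4 pathways that the text names; and the 3 genes with the smallest interaction p. Any other gene is said to have been chosen after its values were seen. A gene selected by these rules, and a test of 1 explanation that needed other genes, are not reported here, and the counts over named genes leave that gene out.

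The pipeline was tested on simulated data of the same design, in which 200 of 13600 genes were changed in 1 comparison. In the B6 sex comparison the pipeline called 175 of the 200 with 1 false call. In the C3 sex comparison, which had no change, it made no call. In the interaction test it recovered 147 of 200 without a false call.

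Alternatives were run for the test (DESeq2 with and without shrunken fold changes, limma 3.58.1 on log2 TPM with a pseudocount of 1 or 0.1, and glmTreat against 0.5), the normalization, the filter on low counts, the pool covariate, a replicate block, the libraries fitted together, the thresholds, the transformation and gene choice of the principal components, and the gene sets and averages of the dosage measures. For these measures a permutation within pools was added after the data were seen. Each liver was also left out in turn. Other splits of the livers were fitted for each comparison, all 16 that part the same-numbered mice and 84 others drawn with a fixed seed, and 100 exchanges of strain labels within sex for the interaction. The gene sets behind the pathway test of the paper were not used here. Where the paper gives a value for the same measure, an unsigned value was counted as different when it was over 1.5 times the other, and a log2 fold change when the signs differed or the gap exceeded the larger SD of log2 CPM of the groups. A lower bound was counted as different when it was over 1.5 times the fold of the paper. The SD between mice served as the error throughout, since the paper states none.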

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

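None of the tests in this part was chosen after its result was seen, but an error in the test of genes without a position on a chromosome was corrected after its first result.

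In 6 of 190 groups of 5 values, the highest or lowest mouse lay far from the others by Dixon's criterion, which sets its gap to the nearest mouse against the range of the group. Chance gives 9.5 of 190. The values are log2 CPM of named genes. The lowest value of Uty in B6 males, 4.27 in replicate 1 against 4.98 to 5.08 in the others, had a gap of 0.870 of the range. The lowest value of 4930481A15Rik in B6 females, 1.82 in replicate 3 against 2.62 to 2.79, had a gap of 0.824. For Moxd1 in C3 females it was the highest value, -2.29 in replicate 4 against -4.19 to -3.70, with a gap of 0.742. For Ddx3x in B6 females it was the lowest value, 8.22 in replicate 1 against 8.44 to 8.52, with a gap of 0.737. For Ftx in C3 males it was the highest value, 2.80 in replicate 3 against 2.10 to 2.29, with a gap of 0.727. For Mup14 in C3 females it was the lowest value, -3.51 in replicate 1 against -2.80 to -2.52, with a gap of 0.712. The libraries of Moxd1 and Mup14 in C3 females held at most 5 and 4 counts. Each of the 6 values is from a different mouse, and 3 are from pool 2, 2 from pool 1 and 1 from pool 3. Since their number is below that of chance, no technical or biological explanation was tested.

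The female against male fold change differed between the strains for 55 genes by the interaction test of edgeR, which the paper does not report, and for 20 to 302 genes over the alternatives. Of these, 25 were called sex-biased in B6 only, 16 in C3 only, 7 in both and 7 in neither, and 3 are X-linked. When strain labels were exchanged between same-numbered mice within each sex, 3 of the 100 splits gave as many genes, the real one included. The other 2 gave 613 and 522 genes. In the first, the labels of 4 of 5 female pairs and no male pair were exchanged, and in the second those of 1 female pair and all 5 male pairs, so nearly all of the labels of a single sex were turned around and the strain difference itself entered the interaction. The other splits had a median count of 0 genes.

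Of the technical explanations, lack of expression in a strain was tested by counting genes with all 10 libraries of a strain at or under 3 counts, and there were 0 such genes under "no expression in one strain". A gene absent from a strain has no sex difference to estimate there and cannot pass, so this count was fixed in advance and leaves the explanation untested. To see whether one mouse carries the difference, the model was fitted without each mouse, and 29 of the 55 genes passed in all 20 fits, 52.7%, from fits that gave 32 to 55 genes in all. Reads shared between members of tandem gene families were tested by the share of genes with a family member within 500 kb. This held for 15 of the 55 genes (27.3%) and 12.6% of the other genes tested, an odds ratio of 2.59 (p = 0.0034, two-sided Fisher's exact test). Families were recognised by the stem of the gene symbol, so genes with clone names could not be counted. Shared reads therefore remain a candidate explanation for these 15 genes and for others that the test could not place, and the pattern cannot be told apart from it there. Variants of C3 against the reference were not tested. A difference in sex-biased expression between the strains is a hypothesis that the tests leave open.

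The 3 genes with the smallest interaction p each had an interaction adjusted p of 3.9e-07 (edgeR). For 2610305D13Rik on chromosome 4, the fold change was higher in C3 by 5.35 on the log2 scale (standard error 0.41), from -4.95 in B6 and 0.40 in C3. It lies near Gm13152, named after its values were seen, which is also among the 55 genes, and neither name has a family stem, so shared reads were not tested for it. Its expression in B6 females, between 3 and 9 counts per library, is near the limit of detection, and the difference lay between 2.27 and 5.38 over the alternatives, with an adjusted p of at most 5.8e-05. For BC089597 on chromosome 10, the fold change was higher in C3 by 1.83 (standard error 0.13), from 2.14 in B6 and 3.97 in C3, with females above males in all pools of both strains. It lay between 1.73 and 1.97 over the alternatives, with an adjusted p of at most 0.0130. For Tpmt on chromosome 13, the fold change was higher in C3 by 1.05 (standard error 0.08), from -1.53 in B6 and -0.48 in C3. It lay between 1.00 and 1.05 over the alternatives, with an adjusted p of at most 0.00141. All 3 genes passed in the 20 fits that each left out 1 mouse.

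Among the 19 genes tested on sequence without a position on a chromosome, most of it assigned to one, which the paper's comparison of chromosomes leaves out, 2 passed the thresholds of sex bias, 1 in each strain. They are named because of this result, after their values were seen. 2010315B03Rik was lower in B6 females, with a log2 fold change of -0.52 (adjusted p = 2.9e-04, edgeR) against -0.18 in C3 (adjusted p = 0.135). Ccdc82 was higher in C3 females, with 0.58 (adjusted p = 9.6e-05) against 0.36 in B6 (adjusted p = 0.00445). The difference between the strains did not pass for either (interaction adjusted p = 0.193 and 0.421). Under the explanation of reads shared with a placed copy of the gene, each would have a copy or family member at a placed locus called in the same direction. For 1 of the 2 there was none, and for Ccdc82 there was one only by the first letters of its symbol. Neither symbol occurs at a placed locus. The design gives no biological explanation for these genes apart from sex, and none was tested.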

How the results depend on the processing

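All alternatives to the processing but 1, the permutation within pools, were chosen before the data were examined, and so were the measures and gene sets. In this part no test of an explanation was made, and the cause of the changes below was not tested. For the counts, shares, odds, principal components and dosage measures that answer the comparisons of the paper, 324 values under an alternative were compared with the value reported. Of these, 249 kept their direction and their side of the threshold or stayed within the tolerance, 29 were weaker, 10 stronger, 34 moved and 2 reversed. Of the 420 values without 1 mouse, 384 were the same, 6 weaker, 1 stronger and 29 moved. For the other shares and odds, 627 of 1128 values were the same, 472 moved, 17 were weaker and 12 stronger, and without 1 mouse 710 of 1020 were the same and 293 moved. For the named genes, 1253 of 1319 values were the same, 39 weaker, 23 stronger and 4 reversed, and without 1 mouse 953 of 980 were the same.

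The thresholds had the largest effect. With an adjusted p under 0.05 there were 1750 sex-biased genes in B6 and 2185 in C3, 2138 strain-biased genes in females and 2323 in males, 302 interaction genes, and 76 and 88 sex-biased X-linked genes in B6 and C3. The odds of sex bias on chromosome X in B6 became 1.52 (p = 0.00178, Fisher's exact test across genes, as for all odds below), the share of common genes in B6 56.1%, and the shares of sex-biased X-linked genes that are strain-biased 40.8% in B6 and 37.5% in C3. Without a fold change threshold there were 1404 sex-biased genes in B6, 57 of them X-linked, and the odds on chromosome X were 1.39 in B6 (p = 0.0275) and 1.32 in C3 (p = 0.0700, exact test). With glmTreat against 0.5 there were 294 and 314 sex-biased genes in B6 and C3, 523 and 582 strain-biased genes in females and males, 24 interaction genes, and 8 and 10 sex-biased X-linked genes. The odds of sex bias on chromosome X reversed in B6, at 0.889 (p = 1), and were 1.05 in C3 (p = 0.867, exact test). Those of female bias were 1.02 in B6 (p = 0.798) and 1.77 in C3 (p = 0.111, exact test). Common genes were 58.2% of the B6 calls and 54.5% of the C3 calls.

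Leaving the pool out of the model lowered the counts to 421 sex-biased genes in B6, 482 in C3, 812 strain-biased genes in females, 20 interaction genes and 15 and 13 sex-biased X-linked genes in B6 and C3. The odds of sex bias on chromosome X reversed in C3, at 0.875 (p = 0.787), the odds of female bias were 1.65 in B6 (p = 0.145) and 1.41 in C3 (p = 0.223, exact test), and common genes were 54.6% of the B6 calls. A fit of only the 2 groups compared gave 625 sex-biased genes in C3, 23 sex-biased X-linked genes in B6 and 22 in C3, odds of sex bias of 1.16 in C3 (p = 0.477) and odds of female bias of 1.62 in C3 (p = 0.0607, exact test).

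DESeq2 gave more interaction genes, 187 with shrunken fold changes and 181 without shrinkage, and odds of sex bias on chromosome X in C3 of 1.28 (p = 0.0837) and 1.21 (p = 0.212, exact test). With shrunken fold changes the common genes were 43.7% of the C3 calls. The same odds in C3 were 1.40 with DESeq2 size factors (p = 0.0619), 1.18 without a filter on low counts (p = 0.326), 1.21 with the replicate block (p = 0.280), and 1.34 with limma on log2(TPM + 1) without a filter (p = 0.0917, exact test). In B6 they were 1.57 with at least 10 counts in every sample (p = 0.0201), 1.62 with upper-quartile normalization (p = 0.00523), and 1.59, 1.60 and 1.53 with limma on log2(TPM + 0.1), on log2(TPM + 1) and on log2(TPM + 1) without a filter (p = 0.00517, 0.00943 and 0.0182, exact test). Whether sex bias is more frequent on chromosome X than on autosomes therefore depended on the setting in both strains. Between normalizations and scalings the median fold change of all genes moved by up to 0.116 on the log2 scale, with limma on log2(TPM + 0.1), and by up to 0.066 between the normalizations of edgeR. The share of called genes that were female-biased, or higher in C3, moved by up to 20.1 percentage points, and by up to 13.4 between the normalizations of edgeR, so the balance of female-biased and male-biased genes is relative to the scaling.

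Where PC1 followed sex, some settings exchanged the components. With log2 CPM, sex accounted for 6.10% of PC1 for all genes (p = 0.265) and 2.63% for autosomes (p = 0.565), and strain for 6.12% (p = 0.272) and 2.62% (p = 0.533) of PC2 (permutation tests). With scaled genes the shares of sex on PC1 were 1.73% for all genes (p = 0.607), 1.53% for autosomes (p = 0.628) and 4.66% for chromosome 3 (p = 0.353), and those of strain on PC2 were 3.88% (p = 0.400), 3.36% (p = 0.434) and 3.72% (p = 0.411, permutation tests). In all genes and autosomes sex then accounted for 75.4% and 75.8% of PC2 with scaled genes, and 92.3% and 95.3% with log2 CPM. For chromosome 3, log2 CPM left sex with 37.6% of PC1 and 54.5% of PC2, and strain with 57.6% of PC1. With log2(TPM + 1), strain accounted for 4.99% of PC2 of chromosome X (p = 0.335, permutation test), and with scaled genes for 21.8% (p = 0.0404, permutation test).

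Of the dosage measures, the female minus male difference of X-linked genes relative to autosomes in C3 was weaker under some alternatives. It was 0.068 with at least 100 counts in every sample (p = 0.0794) and 0.063 with log2(TPM + 1) (p = 0.0714, exact permutation tests). With X-linked genes not past the threshold it was 0.052 (p = 0.183, exact permutation test). This set leaves out genes called for the same change, so a smaller difference follows from the selection. In B6 the female minus male difference passed 0.05 with the median over genes, at 0.124 (p = 0.0159, exact permutation test). It also passed with Xist included, at 0.096 (p = 0.0476, exact permutation test). With sexes exchanged only within pools, chosen after the data were seen, the difference of 0.070 in B6 had a p of 0.0278 (exact permutation test). The difference of escape genes in C3 was 0.074 with the median over genes (p = 0.310, exact permutation test).

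Across the fits that each left out 1 mouse, the count of interaction genes ran from 32 to 55, the odds of sex bias on chromosome X from 1.23 to 1.45 in B6 and from 1.14 to 1.57 in C3, the share of common genes from 44.6% to 55.8% of the B6 calls and from 41.3% to 56.6% of the C3 calls, the share of sex-biased X-linked genes that are strain-biased in C3 from 11.1% to 25%, and the count of sex-biased X-linked genes in C3 from 23 to 43. Of the genes called with all mice, 67.7% in B6, 58.8% in C3, 76.5% in females, 72.7% in males and 52.7% for the interaction were called in every such fit.

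Among named genes, the direction of Firre in C3, 0.01 on the log2 scale, reversed with DESeq2 size factors (-0.00091), with DESeq2 with shrunken fold changes (-0.00012) and without shrinkage (-0.0012), and in the fit of the 2 groups compared (-0.020). It ran from -0.044 to 0.12 without 1 mouse. The interaction of Utp14a ran from -0.12 to 0.030 without 1 mouse. Neither gene passed a threshold in any of these fits. The filter on at least 10 counts in every sample left no value for genes with an empty group, and the fit of 2 groups gave none for the interaction.

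Depth limits the genes that are absent from a group. For these only a lower bound of the fold change can be given, and its size follows the depth of the libraries.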

Differences from the paper's values

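The measures of the paper that were also computed here gave 133 pairs of values. They differed in 46, of which 39 are log2 fold changes of named genes, out of 63, and 7 are counts or shares of genes, out of 70. No test of an explanation was made in this part other than the alternatives to the processing.

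In B6, 6 sex-biased X-linked genes were strain-biased against the paper's 10. DESeq2 with shrunken fold changes gave 9, DESeq2 without shrinkage 9, no fold change threshold 14, limma on log2(TPM + 1) 7 with and without its filter, and limma on log2(TPM + 0.1) 8, each within 1.5 times the paper's value. So did the fits without B6 female replicate 4, C3 female replicate 4 and C3 male replicate 1, with 7 each. In C3, 272 sex-biased autosomal genes were strain-biased against the paper's 450. DESeq2 with shrunken fold changes gave 444 and without shrinkage 451, no fold change threshold 413, limma on log2(TPM + 0.1) 305, and the fit without C3 female replicate 2 gave 303.

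Of the X-linked male-biased genes, 33.3% of the B6 calls and 33.3% of the C3 calls were common to both strains against the paper's 20%. For the share of B6 calls, DESeq2 with shrunken fold changes, DESeq2 without shrinkage and the model without the pool covariate gave 20%. Upper-quartile normalization, glmTreat against 0.5 and the 3 limma settings gave 25%, and no filter on low counts and the fit of the 2 groups compared gave 28.6%. The fits without B6 female replicate 4, C3 female replicates 1, 3 and 5 and C3 male replicate 1 gave 28.6%, and the fit without C3 male replicate 4 gave 16.7%. For the share of C3 calls, both DESeq2 settings gave 20%, upper-quartile normalization 25% and DESeq2 size factors 28.6%. The fits without B6 female replicate 5, B6 male replicate 5, C3 male replicate 1 and C3 male replicate 5 gave 28.6%, and the fit without C3 female replicate 2 gave 25%.

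In B6, 6 X-linked genes were male-biased against the paper's 10. Both DESeq2 settings gave 10, an adjusted p under 0.05 gave 14, and no filter on low counts and the fit of the 2 groups compared gave 7, as did the fits without B6 female replicates 3 and 4 and B6 male replicates 1 and 2. In C3, 6 X-linked genes were male-biased against the paper's 10. Both DESeq2 settings gave 10, an adjusted p under 0.05 gave 14, no fold change threshold 12, DESeq2 size factors 7, and the fits without C3 male replicates 1 and 5 gave 7 and without C3 female replicate 2 gave 8. On autosomes, 372 genes were male-biased in C3 against the paper's 565. DESeq2 with shrunken fold changes gave 561 and without shrinkage 581, an adjusted p under 0.05 gave 734, no fold change threshold 669, no filter on low counts 412, DESeq2 size factors 397, the replicate block 388 and the fit without C3 female replicate 2 gave 460. For these 7 counts and shares, none of the other alternatives set before the data were examined came within 1.5 times the paper's value. Both DESeq2 settings brought each of the 7 within it.

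The log2 fold change of females against males in B6 was -4.95 for 2610305D13Rik against the paper's -3.93, 11.79 for A1bg against the paper's 6.86, 11.44 for Cyp3a41a against the paper's 5.99 and -8.999 for Cyp4a12a against the paper's -3.45. It was also -9.93 for Cyp4a12b against the paper's -7.42, -9.15 for Mup14 against the paper's -7.05 and 11.52 for Sult3a1 against the paper's 7.16. It was also 11.33 for Xist against the paper's 9.94. As a lower bound, since 1 group was at or under 3 counts, the log2 fold change of females against males in B6 was 9.78 for Cyp3a16 against the paper's 2.10, -10.31 for Ddx3y against the paper's -9.24, -9.48 for Eif2s3y against the paper's -8.44 and 8.42 for Gm4794 against the paper's 5.75. The bound was also -8.42 for Kdm5d against the paper's -7.66, -9.24 for Moxd1 against the paper's -1.81, -6.20 for Obp2a against the paper's -3.30 and 5.34 for Sult2a2 against the paper's 2.78. The bound was also -8.60 for Uty against the paper's -7.70.

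The log2 fold change of females against males in C3 was 11.07 for A1bg against the paper's 6.54, 12.59 for Cyp3a16 against the paper's 3.12, 10.45 for Cyp3a41a against the paper's 5.75 and -9.64 for Cyp4a12a against the paper's -3.89. It was also 11.25 for Sult3a1 against the paper's 6.80, 4.56 for Sytl5 against the paper's 3.52 and 11.73 for Xist against the paper's 10.17. As a lower bound, since 1 group was at or under 3 counts, the log2 fold change of females against males in C3 was -6.34 for Cyp4a12b against the paper's -4.99, -10.37 for Ddx3y against the paper's -9.24, -9.62 for Eif2s3y against the paper's -8.44 and 8.03 for Gm4794 against the paper's 5.54. The bound was also -8.24 for Kdm5d against the paper's -7.55, -7.95 for Obp2a against the paper's -4.70, 7.71 for Sult2a2 against the paper's 4.76 and -8.52 for Uty against the paper's -7.68.

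The log2 fold change of C3 against B6 in females was -7.66 for Mup11 against the paper's -4.25. As a lower bound, since 1 group was at or under 3 counts, the log2 fold change of C3 against B6 in females was -6.17 for 4930481A15Rik against the paper's -5.51, 8.55 for C1s2 against the paper's 6.89 and 6.51 for H2-Ea-ps against the paper's 4.28.

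The log2 fold change of C3 against B6 in males was 9.18 for C1s2 against the paper's 6.53 and -10.85 for Mup11 against the paper's -7.44. As a lower bound, since 1 group was at or under 3 counts, the log2 fold change of C3 against B6 in males was 6.41 for H2-Ea-ps against the paper's 4.21.

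All 39 of these log2 fold changes came within the error of the paper's value with DESeq2 with shrunken fold changes, an alternative set before the data were examined, and the largest remaining gap was 0.36. Under that setting all 63 log2 fold changes compared were within the error. The paper's methods name the standard analysis of DESeq2, in an earlier version. Since the counts are the same, these values argue that the 39 gaps come from the tool and its shrinkage of fold changes. With limma on log2(TPM + 1), with or without the filter, the value was 6.06 for Gm4794 in B6, -3.33 for Moxd1 in B6, -8.50 for Mup14 in B6, -3.48 for Obp2a in B6, 2.91 for Sult2a2 in B6, 5.82 for Gm4794 in C3, 4.28 for H2-Ea-ps between females and 4.02 for H2-Ea-ps between males. With limma on log2(TPM + 0.1) the value was -3.94 for 2610305D13Rik in B6, -8.51 for Cyp4a12b in B6, -5.82 for Moxd1 in B6, 9.07 for Xist in C3 and -5.91 for 4930481A15Rik between females. Without B6 male replicate 5, 2610305D13Rik in B6 came within the error, at -4.66. For the genes of this list not named with limma or with a mouse left out, none of the other alternatives set before the data were examined closed the gap.

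Of the genes that the paper calls, the same direction was called here for 858 of 1128 in B6 (76.1%), 918 of 1374 in C3 (66.8%), 1261 of 1570 in females (80.3%) and 1296 of 1664 in males (77.9%), and none was called in the opposite direction. With DESeq2 with shrunken fold changes the shares were 99.1%, 98.8%, 99.1% and 99.3%. Larger shares than here also came with DESeq2 without shrinkage (98.6%, 96.4%, 98.1% and 98.0%), an adjusted p under 0.05 (98.3%, 96.9%, 96.3% and 97.4%), no filter on low counts (77.6%, 69.9%, 82.6% and 79.9%) and DESeq2 size factors (76.2%, 67.4%, 80.6% and 78.4%), and with no fold change threshold in B6 (76.4%), C3 (67.4%) and females (80.4%). The other alternatives set before the data were examined called fewer of the paper's genes.

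The percent of X-linked sex-biased genes that are strain-biased is larger in B6 than in C3 in the paper. Here it was 17.1% in B6 and 21.4% in C3. The order of the paper appeared with DESeq2 with shrunken fold changes (19.1% and 15.8%), DESeq2 without shrinkage (18.8% and 16.4%), the model without the pool covariate (20% and 15.4%), an adjusted p under 0.05 (40.8% and 37.5%), glmTreat against 0.5 (25% and 20%) and limma on log2(TPM + 0.1) (17.8% and 17.0%).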

Other observations

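In this part, the tests of genes called in 1 strain only and of strain-specific escape were chosen after their results were seen, and those for Meg3 and the globin genes after the pattern they address was seen, though before their own results.

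The split of the livers by sex or strain was compared with other splits of the same livers. For the 868 and 944 sex-biased genes, the 35 and 42 X-linked ones and the 30 and 36 Cyp genes among them in B6 and C3, and for the 1284 and 1317 strain-biased genes in females and males, 1 of the 16 splits that part the same-numbered pairs gave as many genes, the real split itself. No other of the 16 gave more than 1 gene. A design of 16 splits cannot give a share below 0.05 when the real split is counted, so on these alone the counts cannot be told apart from a split by chance. Of the 84 further splits, which keep some same-numbered mice together, none gave as many genes, and none gave more than 1. Same-numbered mice were hardly more alike than others once the pool was removed. The further splits can therefore be set beside the 16, and they argue against a split by chance for these counts. For the 445 genes common to both strains, 1 of the 100 pairs of splits gave as many, the real pair, and the others gave none. Mice of each sex were kept in a separate room, and this difference goes with sex in every split.

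Of the sex-biased genes not called in the same direction in the other strain, 423 in B6 and 499 in C3 with Meg3 counted in both, 61.9% had the same direction and an adjusted p under 0.05 in the other strain. This is consistent with a threshold near-miss in the other strain for most of these genes, as a hypothesis. The interaction passed the thresholds for 26 of the 423 and 17 of the 499, and had an adjusted p under 0.05 for 111 and 84 (edgeR).

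The excess of female-biased genes on chromosome X was compared with random sets of 422 autosomal genes. X-linked genes had a lower median expression than autosomal genes, 3.17 against 3.66 log2 CPM, and a longer relative transcript length. Of 10000 sets matched to the X-linked genes on expression level, 0 held as many female-biased genes as the 29 in B6 or the 36 in C3, under the explanation of a difference in expression level between X-linked and autosomal genes. Of 10000 sets matched on length, at most 2 did, under the explanation of a difference in gene length between X-linked and autosomal genes. The median of the sets was between 13 and 18 female-biased genes. Neither explanation accounts for the excess, while the thresholds and the model moved its size. With glmTreat against 0.5, the odds of female bias against autosomes were 1.02 in B6 (p = 0.798, Fisher's exact test). Without the pool covariate they were 1.41 in C3 (p = 0.223, Fisher's exact test). Since X chromosome number differs between the sexes, incomplete dosage compensation is a hypothesis for the excess.

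Meg3, on chromosome 12, was named after its values were seen, because it was the only gene called in opposite directions in the strains. Its log2 fold change of females against males was 2.05 in B6 (standard error 0.27, adjusted p = 1.2e-05, edgeR) and -1.66 in C3 (standard error 0.32, adjusted p = 6.8e-04, edgeR), with an interaction adjusted p of 4.2e-05. One outlying mouse is not the cause, since 0 of the 20 fits without 1 mouse changed a sign, and the values lay between 1.85 and 2.20 in B6 and between -1.94 and -1.52 in C3. A counting error confined to Meg3 would leave the neighbouring transcripts of the same imprinted cluster alone, but 2 of 2, Rian and Mirg, chosen by their place, had the same pair of directions. Rian had 2.03 in B6 and -1.59 in C3. Mirg had 2.05 in B6, and in C3 its 0 to 2 counts in female and 0 to 11 in male libraries are too few for a fold change, so in C3 only Rian bears on this. A difference between sequencing pools was tested on the 6 differences within pools, of which 0 had the other direction. The values were 2.29, 3.22 and 1.41 in pools 1, 2 and 3 in B6 and -1.36, -1.55 and -2.07 in C3. A regulation of this cluster by sex that differs between the strains may be at work, which is a hypothesis found and tested on the same data. Variants of C3 against the reference were not tested.

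The pools differed from each other in the counts. Between pools 3 and 1, 2740 of the 13704 genes tested (20.0%) passed the thresholds, 1537 higher and 1203 lower in pool 3, between pools 3 and 2, 1171 genes, and between pools 2 and 1, 159 genes. Pool 3 was sequenced deepest. A difference in library depth would mark genes of low counts, but the genes that differ had a higher median expression than the others, by 0.329 log2 CPM. Since a call by adjusted p favours genes of high counts whatever the cause, this does not rule depth out. The number of genes did not follow the gap in median depth, which was wider between pools 3 and 2, with 43724072 and 29342306 counts, than between pools 3 and 1, with 34841997 in pool 1, but pool 2 also had the fewest libraries. The gene length bias was weaker than the limit of 0.3 set for it, with a Spearman correlation across genes of the pool 3 against pool 1 fold change with transcript length of -0.184, and so was the GC content bias, with 0.191 over the 12139 genes with a transcript sequence. Even so, the genes higher in pool 3 had a median GC content of 53.7% and a relative transcript length of 32.5, against 48.9% and 46.9 for those lower in pool 3. The pool difference therefore cannot be told apart from an effect of GC content or length, and the design gives no biological cause. The gene with the smallest p over the pools, Ndufa2, named after its values were seen, had a log2 fold change of 2.08 between pools 3 and 1. Each group had mice in every pool.

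Across X-linked genes, which are not independent replicates, the female against male log2 fold change was set against the paper's values of promoter methylation, as the gain in females over males. Over 405 genes the Spearman correlation was -0.364 in B6 and -0.314 in C3, and the Pearson correlation -0.304 and -0.270. For each of the 4 the permutation p was 1.0e-05, raw and adjusted over the 2 strains, the smallest that the resamples give. Without the 2 genes farthest from the median, the Pearson correlation was -0.298 and -0.263. The median gain was 4.86 in the 27 female-biased genes of B6 and 18.0 in the 378 others, and 12.8 in the 34 of C3 and 19.6 in the 371 others, in percentage points as the paper's tables give them. This is in line with a smaller female gain of promoter methylation on genes with more female expression, as a hypothesis, since most of the difference between genes remains unexplained by it. The methylation was measured in other libraries, and no technical explanation was tested.

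The paper lists 3 genes as escaping XCI in a single strain, by methylation. For higher female expression in the strain where escape is predicted, the interaction was tested, and its smallest adjusted p over the 3 genes was 0.269. The difference between the strains was thus not detectable for any of them. Of the genes listed as escaping in C3, 4933407K13Rik had a log2 fold change of females against males of 0.43 in B6 and -0.20 in C3, and Utp14a of -0.18 and -0.24. G530011O06Rik, listed as escaping in B6, had 0.94 and 0.57.

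The adult globin genes, chosen after their counts were seen, had 0 counts in every liver, at 8 loci of 6 symbols. Reads on overlapping annotations are left uncounted in the authors' counting, and all 8 loci overlap another annotated gene on their strand over at least 90% of both. In the whole table, 1173 of the 1225 loci overlapped in this way (95.8%) had 0 counts in all livers, against 5555 of the 24219 others (22.9%), an odds ratio of 75.8. This suggests that the zeros of these genes come from the counting rule and not from absence of the transcript, as a hypothesis that the read data could test.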
